# Blocking hexose entry into glycolysis activates alternative metabolic conversion of these sugars and upregulates pentose metabolism in *Aspergillus nidulans*

**DOI:** 10.1186/s12864-018-4609-x

**Published:** 2018-03-22

**Authors:** Claire Khosravi, Evy Battaglia, Roland S. Kun, Sacha Dalhuijsen, Jaap Visser, María Victoria Aguilar-Pontes, Miaomiao Zhou, Heino M. Heyman, Young-Mo Kim, Scott E. Baker, Ronald P. de Vries

**Keywords:** Central carbon catabolism, *Aspergillus nidulans*, Glycolysis, Pentose catabolic pathway, Plant biomass degradation

## Abstract

**Background:**

Plant biomass is the most abundant carbon source for many fungal species. In the biobased industry fungi, are used to produce lignocellulolytic enzymes to degrade agricultural waste biomass. Here we evaluated if it would be possible to create an *Aspergillus nidulans* strain that releases, but does not metabolize hexoses from plant biomass. For this purpose, metabolic mutants were generated that were impaired in glycolysis, by using hexokinase (*hxkA*) and glucokinase (*glkA*) negative strains. To prevent repression of enzyme production due to the hexose accumulation, strains were generated that combined these mutations with a deletion in *creA*, the repressor involved in regulating preferential use of different carbon catabolic pathways.

**Results:**

Phenotypic analysis revealed reduced growth for the *hxkA1 glkA4* mutant on wheat bran. However, hexoses did not accumulate during growth of the mutants on wheat bran, suggesting that glucose metabolism is re-routed towards alternative carbon catabolic pathways. The *creAΔ4* mutation in combination with preventing initial phosphorylation in glycolysis resulted in better growth than the *hxkA/glkA* mutant and an increased expression of pentose catabolic and pentose phosphate pathway genes. This indicates that the reduced ability to use hexoses as carbon sources created a shift towards the pentose fraction of wheat bran as a major carbon source to support growth.

**Conclusion:**

Blocking the direct entry of hexoses to glycolysis activates alternative metabolic conversion of these sugars in *A. nidulans* during growth on plant biomass, but also upregulates conversion of other sugars, such as pentoses.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4609-x) contains supplementary material, which is available to authorized users.

## Background

Plant biomass is the main renewable material on earth and the major starting material for several industrial processes. In nature, *Aspergillus* degrades plant biomass polysaccharides to obtain monomeric sugars that can serve as a carbon source. *Aspergillus* is able to secrete enzymes that can hydrolyse polysaccharides into pentoses and hexoses [1], which can be taken up by the fungus. *Aspergillus* then uses a variety of catabolic pathways to efficiently convert all monomeric components of plant biomass. D-glucose is a hexose that can be phosphorylated to glucose-6-phosphate by either glucokinase (GlkA) [2] or hexokinase (HxkA) [3] in *Aspergillus nidulans*. Glucose-6-phosphate can either enter the pentose phosphate pathway (PPP) or be converted to fructose-6-phosphate by phosphoglucose isomerase (SwoM) [4] and enter glycolysis. D-fructose is phosphorylated by hexokinase (HxkA) to fructose-6-phosphate, which can also enter glycolysis [3, 5].

The critical step in bio-ethanol production is the release of sugars from plant material, because the enzymes used in this process are expensive to produce and purify. A possibility to optimize the process is to create a fungal strain that can hydrolyse the polymeric fraction but cannot utilize fermentable sugars such as D-glucose and D-fructose. With such a strain the plant degrading enzymes do not have to be produced and purified in a separate environment, but the fungus itself can be used to generate these sugars during growth on plant biomass. Such a ‘one-pot’ bioethanol process has been reported by combining cellulase production and ethanol production using a co-cultivation of *Acremonium cellulolyticus* and *Saccharomyces cerevisiae*. [6]. Another study in which *S. cerevisiae* was co-cultured with other fungi also revealed an increase in ethanol production and a reduction of the fermentation time and cost [7].

The genomes of most filamentous fungi contain all the necessary glycolytic genes for conversion of D-glucose and D-fructose. The aim of this study was to combine a carbon catabolite derepressed strain with a glucose and fructose non-consuming strain, redirecting metabolism towards consumption of other sugars (e.g. pentoses), and analyze the effect of these strains on a complex substrate. Previous phenotypic analysis of glucokinase and hexokinase mutants from *Aspergillus nidulans* demonstrated that at least one of them is required for normal growth on D-fructose or D-glucose. [3, 5]. It has also been shown that growth of an *A. fumigatus* Δ*hxkA* Δ*glkA* strain is reduced on D-glucose and D-fructose [8] and that the *A. nidulans hxkA1 glkA1* mutant is unable to phosphorylate D-glucose and D-fructose [5]. Phosphorylation of hexose sugars by both glucokinase and hexokinase was shown to play a role in mediating carbon catabolite repression (CCR) via CreA, but it was not essential [5].

In order to prevent hexose consumption we blocked entry to glycolysis of these sugars by using a hexokinase/glucokinase mutant. As accumulation of hexoses could activate carbon catabolite repression of genes encoding plant biomass degrading enzymes, we combined these mutations with a nul-mutation in *creA* caused by a partial deletion that was previously described [9]. The resulting mutant strains have been analysed on wheat bran with regard to growth, extra - and intracellular sugar accumulation, extracellular enzyme production, and gene expression.

## Methods

### Chemicals

All chemicals and reagents were acquired from Sigma-Aldrich unless otherwise noted.

### Strains, media and growth conditions

All *A. nidulans* strains used in this study are listed in Table 1 and were grown in minimal medium (MM) or complete medium (CM) with addition of a carbon source [10]. The nitrogen source used in our media is sodium nitrate (6 g/l). For all the analyses performed, two biological replicates were used, except for the metabolomics where three biological replicates were used. For the growth on plates, 1.5% (*w*/*v*) agar was added to the medium. For the production of spores, the strains were cultivated on plates containing CM supplemented with 1% xylose and incubated at 37 °C in the dark for 5 days. The spores were harvested in ACES buffer and counted with haemocytometer (THOMA) under 40× magnifications. Square plates of MM plus 1% polysaccharide or 3% crude carbon source were used for growth profile. When necessary, the medium was supplemented with pyridoxine (pyro, 0.2 g.L^− 1^), pantothenic acid (panto, 0.1 g.L^− 1^) and para-aminobenzoic acid (paba, 0.2 g.L^− 1^). The plates were inoculated with 2 μl spore solutions at 5x10^5^spores/ml and incubated at 37 °C during 3–4 days. For the transfer experiments, all the strains were pre-grown in 1 L Erlenmeyer flasks that contained 200 ml of CM plus 2% D-xylose. Liquid cultures were inoculated with 10^6^spores/ml and shaken at 250 rpm in a rotary shaker. After 16 h, the mycelium was harvested by filtration, washed twice with MM and transferred to 250 ml Erlenmeyer flasks containing 50 ml MM plus 1% wheat bran (*w*/*v*) and the appropriate supplements, at 37 °C. The mycelium was harvested by vacuum filtration and culture samples were taken after 2, 8 and 24 h of incubation. The mycelium samples were dried between tissue paper and frozen in liquid nitrogen. For RNA analysis only the 2 h samples were used. The supernatant was kept at − 20 °C for sugar and enzymatic analysis.

**Table 1:** *Aspergillus nidulans* strains used in this study. (In bold are the strains that were used in all experiments)

Name	CBS accession number	Genotype	References
**UUAM101.08**	**CBS 141343**	***y*** **A2**	**This study**
**UUAM104.47**	**CBS 141344**	***creAΔ4*** **,** ***pyro*** **A4**	**This study**
**UUAM102.37**	**CBS 141756**	***hxkA1 glkA4*** **,** ***yA2*** **,** ***paba*** **A1,** ***pyro*** **A4**	**This study**
**UUAM104.87**	**CBS 141447**	***creAΔ4 hxkA1 glkA4, y*** **A2,** ***pyro*** **A4**	**This study**
UUAM101.24		*y*A2*, pyro*A4	This study
UUAM102.71		*hxkA1 glkA4, y*A2*, pyro*A4	This study
NW299		*glkA4*, *y*A2, *pyro*A4	[5]
NW193		*hxkA1 glkA4, paba*A1	[5]
V148		*creAΔ4*, *panto*A1	This study

### Sexual crossing of *A. nidulans*

Spores of the *A. nidulans* strains were harvested in saline tween buffer. Sexual crosses of the strains were performed as described previously [11]. Selection of the progeny was based on the inability to grow on glucose and fructose for the hexokinase glucokinase double mutant and a halo around a colony grown on starch plus D-glucose for the *cre*A mutation. Selection of the triple mutant was based on the inability to grow on starch plus D-glucose and the ability to grow on starch plus D-xylose with the formation of a halo around the colony.

### Enzyme and reducing sugar assays

The concentration of the sugars in the media was measured by a reducing sugar assay as previously described [12] with modifications: samples were mixed with an equal volume of 3,5-dinitrosalicylic acid (DNS), incubated at 95 °C for 30 min and absorbance were measured at 540 nm using a microtiter plate reader (FLUOstar OPTIMA, BGM Labtech).

Extracellular enzyme activity was measured in a total volume of 100 μl using 0.01% *p*-nitrophenol (PNP) linked substrates, 20 μl of the culture samples and 50 μl of 50 mM sodium acetate pH 5.0. Samples were incubated in microtiter plates for 1 h at 37 °C. Reactions were stopped by addition of 100 μl 0.25 M Na_2_CO_3_. Absorbance was measured at 405 nm in a microtiter plate reader (FLUOstar OPTIMA, BMG Labtech). The extracellular enzyme activity was calculated using a standard curve ranging from 0 to 40 nmol *p*-nitrophenol per assay per volume. Absorbance measurements for all assays were performed in triplicate. Statistical significance for all enzyme and reducing sugar assays was determined by t-test and the Holm-Sidak method (alpha = 0.05) using GraphPad Prism version 7 for Mac, GraphPad Software, www.graphpad.com.

### Monosaccharide analysis

Monosaccharide analysis was performed for all strains, after 2 h, 8 h and 24 h of cultures in wheat bran. The culture supernatant was diluted 10-fold in MilliQ water prior to analysis. The monosaccharides were analyzed from peak areas in HPAEC-PAD (Dionex ICS-5000+ system; Thermo Scientific) equipped with CarboPac PA1 column (2 × 250 mm with 2 × 50 mm guard column; Thermo Scientific). The column was pre-equilibrated with 18 mM NaOH followed by a multi-step gradient: 0–20 min: 18 mM NaOH, 20–30 min: 0–40 mM NaOH and 0–400 mM sodium acetate, 30–35 min: 40–100 mM NaOH and 400 mM to 1 M sodium acetate, 35–40 min: 100 mM NaOH and 1 M to 0 M sodium acetate followed by re-equibration of 18 mM NaOH for 10 min (20 °C; flow rate: 0.30 mL/min). 2.5–200 mM D-glucose, D-fructose, L-arabinose, D-xylose, D-mannose, L-rhamnose, D-galactose, D-glucuronic acid, and D-galacturonic acid (Sigma-Aldrich) were used as standards for quantification [13].

### RNA extraction, cDNA library preparation and RNA-seq

Total RNA was extracted from mycelium ground in a Tissue Lyser (QIAGEN) using TRIzol reagent (Invitrogen) according to the instructions of the manufacturer. RNA integrity and quantity were analyzed both on a 1% agarose gel using gel electrophoresis and with an Agilent 2100 Bioanalyzer (Agilent Technologies). BGI Tech Solutions Co., Ltd. (Hong Kong) performed the cDNA library preparation and sequencing reactions. Throughout the process, Illumina library preparation, clustering, and sequencing reagents were used following the manufacturer’s recommendations (http://illumina.com).

On average 51 bp sequenced single-end reads were obtained, producing approximately 570 MB raw yields for each sample. Principal component analysis (PCA) was performed to show the reproducibility of our samples (Additional file 1: FigureS5).

### RNA-seq data analysis and functional annotation

We produced raw reads from the original image data by base calling. The adaptor sequences, highly ‘N’ containing reads (> 10% of unknown bases) and low quality reads (more than 50% bases with quality value of < 5%) were removed after data filtering. After data filtering, in average, ∼ 95% clean reads remained in each sample. Clean reads were then mapped to the genome of *A. nidulans* (AspGD) using SOAPALIGNER/SOAP2 [14]. In the alignment, no more than two mismatches were allowed. On average, 90% total mapped reads to the genome was achieved. The gene expression level was calculated by using FPKM method [15]. Genes with expression value higher than 150 were considered highly expressed (approximately top 5%) and differential expression was identified by CyberT bayesian ANOVA algorithm [16] with a cut-off value of fold change > 1.5 and *P*-value (corrected by multiple tests) < 0.05. The RNA-seq data have been submitted to Gene Expression Omnibus (GEO) [17] with accession number: GSE94775.

Orthologous genes between *Aspergillus niger* CBS 513.88 and *Aspergillus nidulans* FGSC A4 were obtained from AspGD [18] and FunCat [19] functional annotation was mapped accordingly. Expression higher than 150 RPKM that had a fold change of at least 1.5 between *creAΔ4 hxkA1 glkA4* vs *creAΔ4* and *hxkA1 glkA4* vs reference was analyzed regarding the functional annotation.

### Quantitative RT-PCR (qRT-PCR) validation

RNA samples for RNA-seq experiments were used for qRT-PCR. cDNA was prepared from total RNA (2.5 μg) using Thermoscript RT (Invitrogen) according to the instructions of the manufacturer. Primer Express 3.0 software (Applied Biosystems) was used to design the sequences of all primers for qRT-PCR analysis, which were tested to determine the optimal primer concentrations and efficiency. Combinations of the 50 nM, 300 nM and 900 nM (final concentration) per primer pair were checked and based on the dissociation curve the optimal primer concentration per primer pair was set. The primer sequences and optimal concentrations of the tested genes and the reference gene are listed in Additional file 2: Table S5. qPCR analysis was performed by using the ABI 7500 fast real-time PCR system (Applied Biosystems). 20 μl reactions consisted of 2 μl forward and reverse primers at optimal concentration, 20 ng cDNA sample, 10 μl ABI Fast SYBR Master Mix (Applied Biosystems), and water to a final volume of 20 μl. The cycling parameters were 95 °C for 20 s, followed by 40 cycles of 95 °C for 3 s and 60 °C for 30 s. A dissociation curve was generated to verify that a single product was amplified. Transcript levels were normalized against the glyceraldehyde-3-phosphate dehydrogenase gene (*gpdA*; AN8041), expression and quantified according to the formula 2 –(Ct gene X – Ct gpd) [20]. Control reactions included water only and RNA (i.e. not converted to cDNA to detect residual DNA in the sample). Two biological and three technical replicates were analyzed.

### Sample preparation for GC-MS metabolomics

The polar metabolites were extracted using 30 mg biomass from *A. nidulans* cell pellet, to which 200 μL MilliQ water and 800 μL of − 20 °C chloroform: methanol solution (2:1) was added. The cultures were vortexed for 10 s, sonicated for 10 min and then centrifuged (13,300×g, 4 °C, 5 min). After centrifugation 100 μL of the top aqueous layer was transferred to glass vials and dried in a vacuum concentrator (CentriVap Concentrator, Labconco). For the analysis of the polar metabolites in the spent media 100 μL of spent media was transferred directly to glass vial and dried in a vacuum concentrator.

### Chemical derivatization and GC-MS analysis

Polar metabolites from both the cell pellet and spent media were derivatized as described previously [21]. Briefly, 20 μL of methoxyamine hydrochloride in pyridine (30 mg/mL) was added to each sample, followed by 30 s of vortexing and 10 s of sonicating before incubating the samples with shaking (1000 rpm) at 37 °C for 90 min. Next, 80 μL of N-methyl-N-(trimethylsilyl) trifluoroacetamide (MSTFA) with 1% trimethylchlorosilane (TMCS) was added to each sample, subsequently, the samples were vortexed for 30 s, sonicated for 10 s and incubation at 37 °C with shaking (1000 rpm) for 30 min. Derivatized samples were then transferred to insert before being analyzed by GC-MS in random order. Blanks and FAMEs samples were also included in the analyses for background reference and RT calibration purposes, respectively.

The derivatized metabolites were separated using a HP-5MS column (30 m × 0.25 mm × 0.25 μm; Agilent Technologies, Inc.) and analyzed on an Agilent GC 7890A coupled with a single quadrupole MSD 5975C (Agilent Technologies) system. For the GC-MS analysis, 1 μL of the samples was injected (splitless) with the GC oven kept at 60 °C for 1 min after injection, subsequently, the temperature was increased to 325 °C by 10 °C/min, followed by a 5 min hold at 325 °C. Throughout the analysis the injection port temperature was kept constant at 250 °C for optimal analysis.

### GC-MS data processing

The analysis of the polar metabolites was done by processing the GC-MS raw data files using Metabolite Detector as stated previously [22]. Briefly, the retention indices (RI) calibration was carried out based on the analyses of a mixture of FAMEs internal standards (C8-C28). The data from all GCMS runs were chromatographically aligned after deconvolution and referenced to the FAMEs analyses. In the first instance metabolites were identified by matching experimental spectra to a PNNL augmented version of FiehnLib (PMID: 19928838) library [23], containing spectra and validated retention indices of more than 900 metabolites. Furthermore, unidentified metabolites were screened against the NIST14 GC-MS Spectral Library by comparing spectra alone (denoted with “NIST”). Subsequently, all metabolite identifications were manually validated to reduce deconvolution errors during automated data-processing and to eliminate false identifications. The curated data set of identified metabolites, unidentified features and their abundances for each sample was then further analyzed making use of MetaboAnalyst [24] for the multivariate data analysis (MVDA). Data were median normalized and log transformed followed by principal component, hierarchical cluster, and heatmap analysis to identify natural clustering within the data.

## Results

### Construction and verification of the mutants

A hexokinase/glucokinase double mutant (*hxkA1 glkA4*) and a triple mutant (*creAΔ4 hxkA1 glkA4*) of *Aspergillus nidulans* were obtained through sexual crosses (Table 1 and Additional file 3: Figure S1). A reference strain with yellow conidial color (UUAM101.08) was selected from the progeny of the first cross, a *hxkA1 glkA4* mutant (UUAM102.37) was selected from the second cross, and a *creAΔ4* (UUAM104.47) as well as the triple mutant *creAΔ4 hxkA1 glkA4* mutant (UUAM104.87) were selected from the third cross for further analysis (as described in the Experimental procedures, Additional file 3: Figure S1).

Phenotypic analysis was performed to visualize the known growth defects and thus confirm the genetic mutations in our selected progeny strains. All strains were grown on D-glucose, D-fructose and D-xylose, using appropriate supplements as indicated in the experimental procedures. As expected, growth of the glucokinase/hexokinase double mutant and the triple mutant was impaired on D-glucose and D-fructose (Fig. 1a). The deletion of *creA* affected growth on all carbon sources tested (Fig. 1a and b). Moreover, its growth was reduced on starch and starch plus D-glucose compared to the reference, although a halo was observed around the colony which was smaller in the reference (Fig. 1b). Halo formation on starch plates around the colony is indicative of the activity of starch-degrading enzymes, converting non-soluble starch into soluble oligosaccharides, effectively ‘clearing’ the media. In the presence of 3% D-glucose or D-xylose, CreA represses the production of these enzymes, resulting in the absence of a halo. However, when *creA* is deleted, the halo is observed even in the presence of 3% D-glucose or D-xylose. The double and triple mutant failed to grow on starch plus D-glucose but not on starch plus D-xylose where a halo was also observed around the colony (Fig. 1b). These results confirmed the expected phenotypes of the selected strains.

**Fig. 1:**
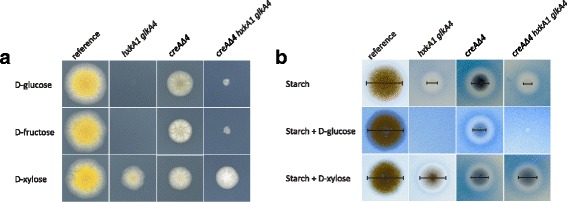
Phenotype verification of *hxkA1*/*glkA4, creAΔ4 and creAΔ4*/*hxkA1*/*glkA4.* **a** Growth of the reference and the mutants on glucose, fructose and xylose. The *A. nidulans* strains were grown on MM with 25 mM D-glucose, 25 mM D-fructose and 25 mM D-xylose for 2.5 days at 37 °C. **b** Growth of the reference and the mutants on starch. The *A. nidulans* strains were grown on MM with 1% starch with 1% starch azure, on 1% starch plus 3% D-glucose with 1% starch azure plus 3% D-glucose and on 1% starch plus 3% D-xylose) with 1% starch azure plus 3% D-xylose for 3 days at 37 °C. Spore inoculations were done with 5 × 10^5^ spores/ml. The bars represent the diameter of the colonies

### Growth profiling on plant biomass substrates revealed different phenotypes between the reference and the mutant strains

Growth of the reference strain and mutants was further analyzed on 12 pure polysaccharides and untreated agricultural waste substrates to determine the importance of glycolysis for growth (Fig. 2).

**Fig. 2:**
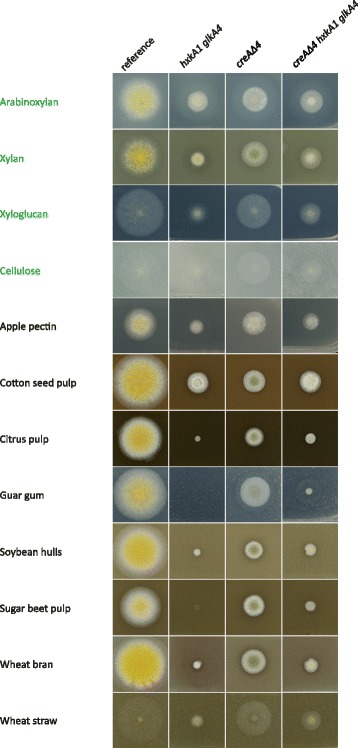
Growth of the reference*, hxkA1*/*glkA4, creAΔ4 and creAΔ4*/*hxkA1*/*glkA4* strains on a selection of pure (in green) and crude substrates. Concentrations of the substrates were 1% for apple pectin, guar gum, xylan, arabinoxylan, cellulose, xyloglucan and 3% for cotton seed, citrus pulp, wheat straw, sugar beet pulp and wheat bran

On all the selected carbon sources (except cottonseed pulp) the *creAΔ4* mutant grew more strongly than the *hxkA1 glkA4* and *creAΔ4 hxkA1 glkA4* strains (Fig. 2). The hexokinase/glucokinase negative mutant was unable to grow on guar gum and sugar beet pulp, whereas growth was strongly reduced on the other tested carbon sources. On xylan, citrus pulp, guar gum, soybean hulls and in particular wheat bran and sugar beet pulp, the carbon catabolite derepressed triple mutant grew better than the hexokinase/glucokinase double mutant (Fig. 2). Thus, growth of the double mutant on these agricultural waste substrates can be partially restored by removing carbon catabolite repression. Wheat bran is an agriculture based crude substrate and a by-product of the wheat milling industry. It consists mainly of (glucurono)arabinoxylan, cellulose, and starch, so is a good source of fermentable sugars such as D-glucose, D-xylose, and L-arabinose. Several substrates demonstrated a strong difference in growth between the double and triple mutant, but we selected wheat bran for further analysis in this study as this substrate has already been studies extensively in other studies in our lab. The composition of the polymeric and crude substrates was analyzed (Additional file 4: Table S1), but this did not reveal any obvious correlation between phenotype and the composition of the substrates. On arabinoxylan and cotton seed pulp there was no difference between the mutants. On apple pectin, *creAΔ4* showed improved growth compared to the triple mutant and the double mutant. The difference between *creAΔ4 hxkA1 glkA4* and *hxkA1 glkA4* was less visible than on wheat bran. By comparing the composition of arabinoxylan, cotton seed pulp and apple pectin to the other carbon sources tested where the differences in phenotypes were more pronounced, there was no obvious correlation between phenotype and sugar composition. This suggests that the phenotypic differences between these substrates are likely due to other factors, such as trace elements or inhibiting compounds present in the substrates.

### Sugars do not accumulate in cultures of *A. nidulans* reference and mutant strains grown on wheat bran

Accumulation of sugars in the extracellular medium after transfer of the reference and mutants on wheat bran was analyzed based on the number of reducing groups that could be detected. The results showed that a high extracellular sugar level was present for the triple mutant after 8 h of cultivation, whereas no sugars were detected for the reference and the *creAΔ4* strain. Sugars were also present in the extracellular medium of the double mutant after 8 h of transfer to wheat bran, but at five-fold lower concentration compared to the triple mutant (Fig. 3a). After 24 h of transfer to wheat bran, the sugar concentration in the triple mutant is reduced to a very low level (Fig. 3a).

**Fig. 3:**
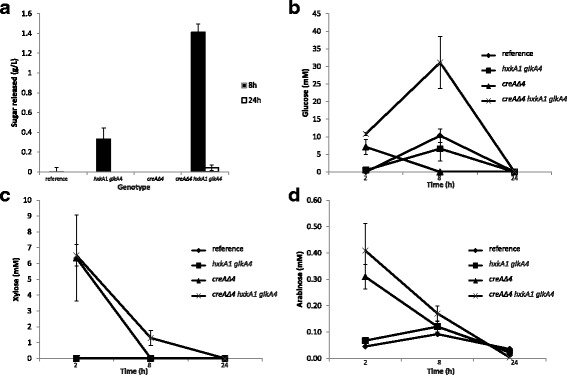
Sugar consumption by *Aspergillus nidulans* reference and mutants. All *A. nidulans* strains were transferred to 1% wheat bran. **a** Sugar levels in the extracellular medium of the reference, *hxkA1*/*glkA4, creAΔ4 and creAΔ4*/*hxkA1*/*glkA4* after 8 h and 24 h of transfer to wheat bran. The asterisk indicates a significant difference for glucose after 8 h. **b** HPAEC-PAD monosaccharide analysis of glucose, (**c**) xylose and (**d**) arabinose from *A. nidulans* reference (dark rhombus), *hxkA1*/*glkA4* (dark square), *creAΔ4* (dark triangle) and *creAΔ4*/*hxkA1*/*glkA4* (dark cross) after 2 h, 8 h and 24 h of transfer to wheat bran. A significant difference was identified between the triple mutant and *creAΔ4* for glucose after 8 h (*p* > 0.05 in students t-test). Means and SD (errors bars) were calculated from three technical replicates

To determine any changes in sugar composition, all strains were pre-grown in liquid cultures containing MM and the necessary vitamins with xylose (since the *hxkA*/*glkA* mutant does not grow on glucose or fructose) and then transferred to the same medium with wheat bran. After 2, 8 and 24 h the monosaccharide content in the media was analyzed (Fig. 3b-d).

Significant differences in glucose concentration were found between the triple mutant and *creAΔ4* strain. After 8 h of transfer, a high level of glucose (31.1 ± 7.4 mM) was detected in the triple mutant, while in the *creAΔ4* strain glucose was not detectable (Fig. 3b). The concentration of glucose were similar in the reference and double mutant at all time points, but five-fold lower compared to the triple mutant after 8 h. In the *creAΔ4* strain*,* glucose was only detected after 2 h of transfer to wheat bran.

Xylose was not detected in cultures of the reference strain and the double mutant (Fig. 3c). However, after 2 h of transfer to wheat bran, a high level of xylose was detected in the *creAΔ4* (from 4 to 8 mM) and triple mutant (6.5 mM), which reduced in both mutants after 8 h (Fig. 3c). This trend was also observed in the *creAΔ4* and triple mutant for arabinose, but at a very low level (Fig. 3d). Low levels of arabinose were also detected in the reference and double mutant at all the time points tested (Fig. 3d). After 24 h of transfer to wheat bran no glucose, xylose or arabinose was detected in the media of any of the strains tested (Fig. 3b-d).

Thus, our analysis revealed that sugars are not progressively accumulating extracellularly but are consumed during growth of both the double and triple mutant on wheat bran. This was expected for D-xylose and L-arabinose, but the absence of free glucose after 24 h suggests alternative conversion of glucose.

To trace the conversion products of glucose, GC-MS metabolomic analysis was performed on intracellular metabolite samples from the mycelia of *A. nidulans* at 2 h, 8 h and 24 h after transfer to the 1% wheat bran media. 134 metabolites were detected (Additional file 5: Table S2), of which 79 could be identified by matching them to entries in the Agilent Fiehn Metabolomics RTL and NIST GC-MS libraries. Metabolite analysis in the *creAΔ4* and triple mutants showed intracellular accumulation of glucose after 2 h. After 8 h the level is lower and after 24 h no glucose was detected (Fig. 4). For fructose, we also observed an intracellular accumulation in the *creAΔ4* and triple mutant after 2 h of transfer to wheat bran. After 8 h, the accumulation was only observed in the *creAΔ4* mutant, and at 24 h no fructose was detected. Identified metabolite profiles related to sugar catabolism in *A. nidulans* were similar for the *hxkA1 glkA4* mutant compared to the reference and for *creAΔ4* compared to the triple mutant. After 24 h of transfer to wheat bran medium, no glucose or fructose was detected in any of the strains (Additional file 5: Table S2). In summary, the hexokinase/glucokinase deficient strains when grown on a complex substrate like wheat bran did not show any indications of accumulation of glycolytic intermediates after 24 h of growth.

**Fig. 4:**
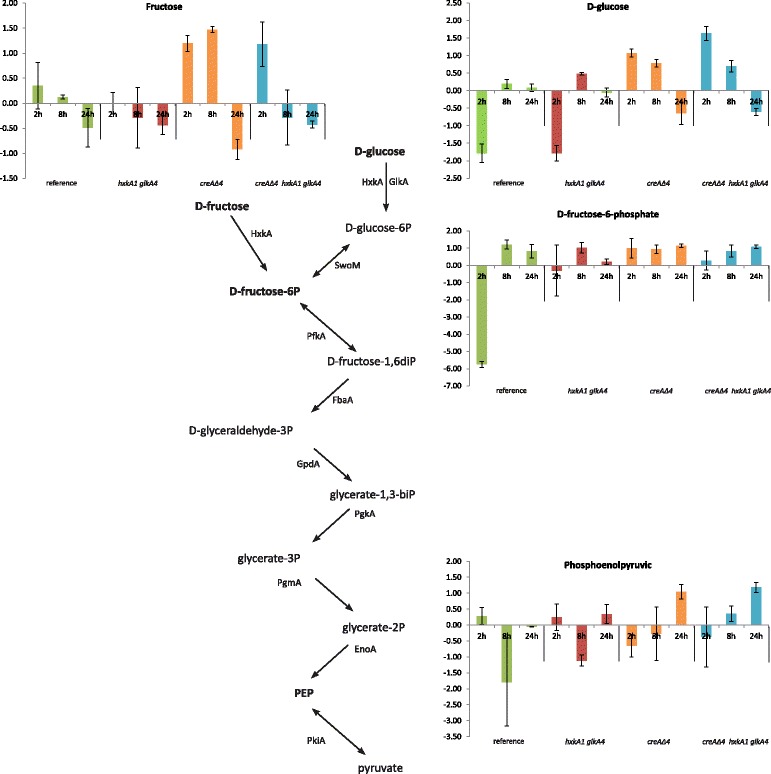
Representation of the metabolite profiles involved in the glycolysis pathway. The Y axis corresponds to the values of Additional file 5: Table S2

### Most of the up-regulated genes in the triple mutant compared to the *creAΔ4* strain are assigned to the metabolism class

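RNA from 2 biological replicates of each of 4 strains was sequenced: the reference, the *hxkA1 glkA4* double mutant, *creAΔ4* and the *creAΔ4 hxkA1 glkA4* triple mutant. All 8 cultures were pre-grown for 16 h with 2% D-xylose and sampled 2 h after transfer to wheat bran. The paper gives the medium as 1% wheat bran, and the sample labels as 2%. For each sample the authors deposited the number of uniquely mapped reads on each gene, the RPKM of the gene and the percent of its length covered by reads. The paper states that the reads were single-end, were filtered and were mapped to the *A. nidulans* genome with SOAPaligner/SOAP2. It gives the raw yield per sample and the share of mapped reads, whereas the values here use the reads counted on genes. Reads counted on genes, in units of 1e6 reads, numbered 8.73 and 8.28 in the reference, 8.42 and 8.23 in the double mutant, 8.60 and 8.43 in *creAΔ4*, and 8.77 and 8.81 in the triple mutant, with a median of 8511154.5 reads over the 8 samples. In every file the deposited RPKM equalled the count per kilobase of gene length and per 1e6 counted reads. Between 9573 and 10139 genes had at least 1 read per sample, and 10459 had one in any sample. The counts were normalized with edgeR's TMM method, genes with low counts were left out with edgeR's filterByExpr, and the remaining 9121 genes were tested with edgeR's quasi-likelihood test in one model over the 8 samples. A gene was called up-regulated at a fold change above 1.5 and down-regulated at a fold change below 0.7, in both cases at a Benjamini-Hochberg adjusted p below 0.05. The legends of Tables S3 to S5 give these fold change limits with a p below 0.05, which the paper's methods describe as corrected for multiple tests. The Benjamini-Hochberg adjustment was chosen here. The paper itself used the Cyber-T Bayesian test, and a test of that kind on log2(RPKM + 1) was run as an alternative. RPKM values are given as means ± SD of the 2 replicates, and standard errors and adjusted p-values belong to the edgeR log2 fold changes. With 2 replicates per strain, a two-sided exact permutation test of a single gene cannot give a p below 0.333, so the tests rest on the spread that the model shares across genes. Counting error made up a small part of that spread: the chi-square of the replicate difference per gene, which is about 1 for counting error alone, was 33.4 in the reference, 60.6 in the double mutant, 7.13 in *creAΔ4* and 15.8 in the triple mutant, over genes with at least 20 reads.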

RNA-sequencing was carried out using RNA isolated from xylose pre-grown mycelium from all four strains that were then transferred to MM with the necessary supplements and 1% wheat bran, to examine changes in gene expression profiles as a result of the hexokinase glucokinase defect in two genetic backgrounds (reference and *creAΔ4*). Thus in the next paragraphs, we compared the three mutants to the reference strain*,* and the same for the *creAΔ4* background.

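*hxkA* (AN7459) reached 191 ± 1.80 RPKM (SD, n = 2) in the reference and 148 ± 2.16 in *creAΔ4*, against 41.5 ± 0.369 in the double mutant and 26.0 ± 1.47 in the triple mutant. Its log2 fold change was -2.21 (standard error 0.12, edgeR adjusted p = 1.45e-04) in the double mutant compared to the reference and -2.65 (standard error 0.13, edgeR adjusted p = 4.24e-05) in the triple mutant compared to *creAΔ4*. *glkA* (AN8689) reached 104 ± 37.3 RPKM in the reference and 29.3 ± 16.0 in the double mutant, a log2 fold change of -1.84 (standard error 0.38, edgeR adjusted p = 0.0203). It reached 62.7 ± 5.61 RPKM in *creAΔ4* and 31.9 ± 4.48 in the triple mutant, a log2 fold change of -1.12 (standard error 0.38, edgeR adjusted p = 0.0586). For *creA* (AN6195), 425 and 378 reads were counted in the *creAΔ4* replicates and 1061 and 1163 in those of the triple mutant, against 5804 and 5006 in the reference and 4380 and 5288 in the double mutant.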

To classify the function of the predicted *A. nidulans* genes, the functional catalogue (FunCat) was used [19]. Out of the total 10,460 genes predicted in the genome of *A. nidulans*, 5812 were associated with FunCat (component, function, and process) that were assigned to 19 main groups (see legend Additional file 6: Figure S2). There were 1798 genes up-regulated in the triple mutant compared to the *creAΔ4* strain, while 814 were up-regulated in the double mutant compared to the reference*.* Considering all up-regulated genes together, Metabolism was the major class with 39%, followed by Unclassified Proteins (34%), Transcription (5.5%) and Cellular Transport and Transport Mechanisms (5%).

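Of the 9121 genes tested, 1223 were called up-regulated and 1151 down-regulated in the triple mutant compared to *creAΔ4*. In the double mutant compared to the reference, 454 were called up-regulated and 649 down-regulated. By the ratio of the mean RPKM alone, without a test, 2710 genes lay above 1.5 in the triple mutant compared to *creAΔ4* and 1453 in the double mutant compared to the reference. Among the called genes, 257 were up-regulated in both comparisons, 219 were down-regulated in both, and 57 were up-regulated in one and down-regulated in the other. Across genes, which are not independent replicates, the log2 fold changes of both comparisons had a Spearman correlation of 0.37. Fitting the model to the 4 samples of the comparison alone moved the count in the double mutant most, to 168 up-regulated and 129 down-regulated genes. The Cyber-T-style test moved the up-regulated count in the triple mutant most, to 1783. The down-regulated count there moved from 1151 to 344 with fold change thresholds of 2 and 0.5, and to 717 without TMM normalization. The replicate numbers of the labels were also used as a block, with the pairing of samples taken from those labels. With the block, 370 genes were up-regulated and 462 down-regulated in the double mutant, and 1099 were up-regulated and 1030 down-regulated in the triple mutant. Samples with the same number did not deviate together in every pair of strains: the correlation across genes of their deviations from the strain means was -0.349 for the reference and the double mutant and 0.048 for *creAΔ4* and the triple mutant. With the numbers of the reference crossed, a pairing chosen after seeing the data, 597 genes were up-regulated and 949 down-regulated in the double mutant. With those of the double mutant crossed, also chosen after seeing the data, the counts were 405 and 561.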

Analysis of the genes from the Metabolism class was made in these two comparisons. There were 8 subgroups found in this FunCat class (see legend Additional file 6: Figure S2). C-compound and carbohydrate metabolism was the largest subgroup in the Metabolism class with 43% (307 genes) in the triple mutant vs the *creAΔ4* strain of the total of up-regulated genes (Additional file 6: Figure S2). 

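Table S3 lists 305 genes of the C-compound and carbohydrate metabolism subgroup for the triple mutant compared to *creAΔ4*. In the deposited values all 305 had a ratio of mean RPKM above 1.5. Of the 280 that had enough counts to be tested, 168 were called up-regulated by edgeR. A mean RPKM above 150 in either strain, the paper's limit for high expression, was reached by 49 of the listed genes.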

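For the double mutant compared to the reference, Table S3 lists 169 genes of this subgroup, and all 169 had a ratio of mean RPKM above 1.5. Among these, 141 were tested, 70 were called up-regulated by edgeR, and 35 had a mean RPKM above 150 in either strain.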

In the double mutant, 50% of the up-regulated genes in the Metabolism class belong to the C-compound and carbohydrate metabolism subgroup (170 genes). Gene function of all genes assigned to the C-compound and carbohydrate metabolism subgroup was analyzed (Additional file 7: Table S3). 

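Transcript levels of *swoM* (AN6037), with a length of 1662 bases in the files, rose from 976 ± 53.8 RPKM (SD, n = 2) in *creAΔ4* to 5829 ± 420.2 in the triple mutant, a log2 fold change of 2.43 (standard error 0.16, edgeR adjusted p = 2.04e-04). In the double mutant they rose from 474 ± 18.3 to 3648 ± 166 RPKM, a log2 fold change of 2.94 (standard error 0.17, edgeR adjusted p = 1.45e-04). With each replicate left out in turn, the log2 fold change stayed between 2.32 and 2.48 in the triple mutant and between 2.89 and 2.99 in the double mutant. Among the other alternatives, the fit to the 4 samples compared moved the double mutant's value most, to 2.98, and the fit without TMM normalization moved the triple mutant's to 2.58. The replicate pairing taken from the labels gave differences of 2.93 and 2.95 on log2(RPKM + 1) between the double mutant and the reference, and the crossed pairing gave 2.85 and 3.03. *rpeA* (AN7588) had in the triple mutant compared to *creAΔ4* a log2 fold change of 2.16 (standard error 0.14, edgeR adjusted p = 1.51e-04) and *rbtA* (AN6985) of 2.60 (standard error 0.27, edgeR adjusted p = 7.62e-04). Smaller increases were measured for *xdhA* (AN9064), at 1.14 (edgeR adjusted p = 0.00180), and *ladA* (AN0942), at 0.66 (edgeR adjusted p = 0.0153). For *gsdA* (AN2981) the value was 0.67 (edgeR adjusted p = 0.0129) and for *pppA* (AN0240) 0.64 (edgeR adjusted p = 0.0139). Transcripts of *gndA* (AN3954) rose from 1243 ± 85.2 RPKM in the reference to 2057 ± 137 in the double mutant, a log2 fold change of 0.72 (standard error 0.15, edgeR adjusted p = 0.0193). The Cyber-T-style test gave the same gene an adjusted p of 0.401.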

Among the up-regulated genes assigned to the C-CM group, the *swoM* gene encoding the glucose-6-phosphate isomerase, two genes involved in the PCP (xylitol dehydrogenase: *xdhA* and L-arabitol dehydrogenase: *ladA*) and four genes involved in the PPP (D-ribulokinase: *rbtA*; D-ribulose-phosphate-3 epimerase: *rpeA*; glucose-6-phosphate-1-dehydrogenase: *gsdA* and transaldolase: *pppA*) were up-regulated in the triple mutant compared to *creAΔ4* (Additional file 7: Table S3, sheet 1)*.* In the double mutant (Additional file 7: Table S3, sheet 2), an additional gene involved in the PPP (6-phosphogluconate dehydrogenase: *gndA*) was up-regulated compared to the reference.

### The reduced ability to grow on wheat bran is not due to a reduced expression of CAZy genes involved in plant biomass degradation

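Table S4 lists 185 CAZy genes, of which 165 had at least 1 read in any sample. These were 1.58% of the 10459 genes with reads. The mean RPKM of these genes summed to 5425 in the reference, 6964 in the double mutant, 107479 in *creAΔ4* and 74806 in the triple mutant.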

The CAZy genes involved in plant biomass from the Glycoside Hydrolase (GH), Auxilary Activities (AAs), Carbohydrate Esterases (CEs) and Polysaccharide Lyases (PLs) families represented 1.7% of the total number of genes identified in our RNA-sequencing.

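A mean RPKM above 150 in at least 1 of the 4 strains was found for 42 of the CAZy genes: 12 in the reference, 11 in the double mutant, 36 in *creAΔ4* and 34 in the triple mutant. Over all genes with reads, 11.3% had a mean RPKM above 150 in the reference, 10.8% in the double mutant, 9.04% in *creAΔ4* and 9.62% in the triple mutant.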

CAZy genes with RPKM values above 150 in any of the four conditions are represented in red in Additional file 8: Table S4 (sheet 2). 

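Of the 42 CAZy genes with a mean RPKM above 150 in any strain, Table S4 gives xylan or cellulose among the substrates of 23. By the table's substrate entries, 10 were listed under xylan alone, 4 under xylan, pectin and xyloglucan together, 4 under cellulose and 3 under cellulose and xyloglucan together. Pectin was the entry for 5 genes, starch for 5 and galactomannan for 4.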

Most of these highly expressed CAZy genes are involved in xylan and cellulose degradation. Among the significantly differentially expressed genes (with > 1.5 fold change and *p*-value < 0.05), there are only 17 down-regulated and 10 up-regulated genes in the *hxkA1 glkA4* mutant compared to the reference after a transfer to wheat bran for 2 h (Additional file 8: Table S4, sheet 1). 

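Of the 141 CAZy genes tested, edgeR called 14 down-regulated and 11 up-regulated in the double mutant compared to the reference. The median size of the log2 fold change over these genes was 0.54. Fitting only the 4 samples of this comparison moved the counts most, to 2 down-regulated and 3 up-regulated genes. With the replicate number as a block, a pairing taken from the labels, 11 were down-regulated and 8 up-regulated, while the same-numbered samples of both strains had a correlation of -0.349. By substrate, 5 of the down-regulated genes were listed for starch, 4 for pectin, 2 for xylan and 2 for cellulose or xyloglucan.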

Interestingly, 6 out of 17 genes involved in starch degradation were down-regulated in the double mutant and these genes include four α-glucosidases (*agdA*, *agdB*, *agdE* and *agdG*), one α-amylase (*amyA*) and one glucoamylase (*glaA*). In addition, two endo-xylanases (*xlnA* and *xlnC*), two endo-polygalacturonases (*pgaB* and *pgxA*) and one endo-arabinanase (*abnC*) were down-regulated. 

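Among the starch genes, *agdB* (AN8953) fell from 372 ± 12.9 RPKM (SD, n = 2) in the reference to 99.3 ± 11.4 in the double mutant, with a log2 fold change of -1.91 (standard error 0.22, edgeR adjusted p = 0.00187). For *agdE* (AN0941) the transcript level went from 35.3 ± 4.28 to 9.78 ± 1.26 RPKM, a log2 fold change of -1.85 (standard error 0.17, edgeR adjusted p = 7.12e-04). *agdA* (AN2017) changed by -0.61 (standard error 0.17, edgeR adjusted p = 0.0493) on the log2 scale, and its adjusted p was 0.0554 when genes with low counts were kept. *agdG* (AN4843) had a log2 fold change of -0.78 (edgeR adjusted p = 0.0561), *amyA* (AN2018) of -0.73 (edgeR adjusted p = 0.0734) and *glaA* (AN11143) of -0.73 (edgeR adjusted p = 0.0709), which were not past the adjusted p threshold. For *agdG* the adjusted p was 0.0306 with DESeq2. Each of these 3 genes was lower in both double mutant replicates than in both reference replicates.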

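The endo-polygalacturonase genes *pgaB* (AN4372) and *pgxA* (AN8761) had log2 fold changes of -1.82 (standard error 0.41, edgeR adjusted p = 0.0264) and -2.40 (standard error 0.44, edgeR adjusted p = 0.0122) in the double mutant compared to the reference. Their reference replicates also lay apart, at 70.1 and 136.5 RPKM for *pgaB* and 16.6 and 42.3 for *pgxA*. With each replicate left out in turn, the log2 fold change ran from -2.34 to -1.27 for *pgaB* and from -2.92 to -1.58 for *pgxA*. For *xlnA* (AN3613) the mean was 88.2 ± 86.0 RPKM (SD, n = 2) in the reference and 38.4 ± 0.0131 in the double mutant, and the log2 fold change of -1.20 (standard error 0.61, edgeR adjusted p = 0.239) did not exceed the spread between replicates. The reference replicates of *xlnA* were 27.4 and 149 RPKM. The reference replicates also lay far apart for *xlnC* (AN1818), at 86.1 ± 73.1 RPKM in the reference and 44.0 ± 8.67 in the double mutant (edgeR adjusted p = 0.268), and for *abnC* (AN8007), at 72.6 ± 62.0 and 40.3 ± 7.89 RPKM (edgeR adjusted p = 0.362).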

Three genes, two α-amylase genes (*amyD* and *amyG*) and one α-glucosidase gene (*agdF*) involved in starch degradation are up-regulated in the *hxkA1 glkA4* mutant as well as seven other CAZy genes that all encode exo-acting enzymes involved in degradation of xylan, cellulose/xyloglucan, galactomannan and pectin.

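*amyD* (AN3308) rose from 109 ± 11.6 RPKM (SD, n = 2) in the reference to 176 ± 3.80 in the double mutant, a log2 fold change of 0.68 (standard error 0.13, edgeR adjusted p = 0.0158). *amyG* (AN3309) went from 10.7 ± 0.859 to 20.1 ± 1.93 RPKM, a log2 fold change of 0.91 (standard error 0.17, edgeR adjusted p = 0.0125), and *agdF* (AN10420) from 6.72 ± 1.58 to 20.0 ± 4.06 RPKM, a log2 fold change of 1.57 (standard error 0.24, edgeR adjusted p = 0.00594). Under the Cyber-T-style test the adjusted p was 0.287 for *amyD* and 0.161 for *amyG*. By substrate, the 11 up-regulated CAZy genes included 3 listed for starch, 4 for pectin, 2 for xylan and 2 for galactomannan.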

Overall the reference and the double mutant showed the same CAZy expression profile, which differed from the two *cre*A background strains*.* As expected, many CAZy genes are up-regulated at high transcript levels in the *creAΔ4* and the triple mutant (Additional file 8: Table S4, sheet 1). 

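In *creAΔ4* compared to the reference, 80 of the 141 CAZy genes tested were called up-regulated and 28 down-regulated by edgeR. In the triple mutant compared to the double mutant, 77 were up-regulated and 14 down-regulated. Without TMM normalization the down-regulated count in the latter comparison was 26. *xlnC* (AN1818) reached 11654 ± 1821 RPKM (SD, n = 2) in *creAΔ4*, against 86.1 ± 73.1 in the reference, and *agdB* (AN8953) reached 5036 ± 1015 against 372 ± 12.9. With the replicate number as a block, in the pairing given by the labels, the *creAΔ4* counts were 80 up-regulated and 26 down-regulated, where the same-numbered samples of *creAΔ4* and the reference had a correlation of -0.139.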

Between these two strains there are 16 genes down-regulated and 33 genes up-regulated. 

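Between the triple mutant and *creAΔ4*, 36 of the 141 CAZy genes tested were called down-regulated and 11 up-regulated by edgeR, with a median size of the log2 fold change of 0.68. The up-regulated count was 24 under the Cyber-T-style test, 25 in a fit to the 4 samples of this comparison and 19 without TMM normalization. Using the replicate number as a block, with the pairing of the labels, gave 29 down-regulated and 10 up-regulated genes, and the same-numbered samples of these strains had a correlation of 0.048.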

Most of the down-regulated genes are involved in starch (eight genes) and cellulose/xyloglucan (seven genes) degradation. 

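By the substrates of Table S4, 9 of the 36 down-regulated genes were listed for starch, 9 for pectin, 7 for cellulose or xyloglucan, 4 for xylan and 3 for galactomannan. Transcripts of *agdB* (AN8953) fell from 5036 ± 1015 RPKM (SD, n = 2) in *creAΔ4* to 666 ± 114 in the triple mutant, a log2 fold change of -3.06 (standard error 0.22, edgeR adjusted p = 2.32e-04). *agdE* (AN0941) fell from 89.9 ± 13.0 to 11.9 ± 0.719 RPKM, a log2 fold change of -3.06 (standard error 0.17, edgeR adjusted p = 9.17e-05). The α-amylase gene AN3402 fell from 995 ± 125 to 64.2 ± 2.44 RPKM, and the α-amylase gene AN3388 from 1634 ± 301 to 116 ± 13.8.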

We would like to note that even though expression of these genes was significantly reduced, transcript levels of many genes remain at a high level in the triple mutant. 

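Of the 36 CAZy genes called down-regulated, 9 still had a mean RPKM above 150 in the triple mutant, and 29 had a higher mean RPKM in the triple mutant than in the reference. For *agdB* (AN8953) the mean was 666 ± 114 RPKM (SD, n = 2) in the triple mutant and 372 ± 12.9 in the reference, and for AN3388 it was 116 ± 13.8 and 18.6 ± 10.7.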

Transcript levels of seven out of 16 genes involved in arabinoxylan degradation were even more increased in the triple mutant, including the endo-xylanase gene *xlnA*, four putative β-xylosidases (AN1870, AN7864; *bxlD*, AN8477 and AN2664) and two α-arabinofuranosidases (*abfB* and An7781). 

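*xlnA* (AN3613) had 5091 ± 16.4 RPKM (SD, n = 2) in *creAΔ4* and 8277 ± 1367 in the triple mutant, a log2 fold change of 0.56 (standard error 0.58, edgeR adjusted p = 0.508). For *bxlD* (AN7864) the mean rose from 240.5 ± 44.3 to 492 ± 5.29 RPKM, a log2 fold change of 0.89 (standard error 0.29, edgeR adjusted p = 0.0501), and for *abfB* (AN1571) from 209 ± 15.3 to 403 ± 19.6 RPKM, a log2 fold change of 0.80 (standard error 0.40, edgeR adjusted p = 0.170). AN2664 rose from 36.1 ± 0.80 to 96.5 ± 2.06 RPKM, a log2 fold change of 1.27 (standard error 0.18, edgeR adjusted p = 0.00255). It was the only one of the 7 genes past both thresholds in the model over the 8 samples. The log2 fold change was 0.61 (edgeR adjusted p = 0.164) for AN1870, 0.67 (edgeR adjusted p = 0.204) for AN8477 and 0.44 (edgeR adjusted p = 0.302) for AN7781. Under the Cyber-T-style test on log2(RPKM + 1), the adjusted p was 3.94e-04 for *xlnA*, 9.24e-05 for *bxlD*, 1.61e-04 for *abfB*, 0.00798 for AN1870, 0.00131 for AN8477 and 0.00945 for AN7781. All 7 genes had a higher RPKM in both triple mutant replicates than in both *creAΔ4* replicates. The edgeR standard errors also hold the spread of the strains outside this comparison. Reference replicates were 27.4 and 149 RPKM for *xlnA* and 6.90 and 19.9 for *abfB*. A fit to the 4 samples of this comparison put the genes other than AN2664 past the adjusted p threshold too.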

In summary, these results indicate that the *creAΔ4* mutation has a stronger effect on CAZy gene expression than the metabolic mutations.

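Over the 141 CAZy genes tested, the median size of the log2 fold change was 2.31 in *creAΔ4* compared to the reference and 1.78 in the triple mutant compared to the double mutant. It was 0.54 in the double mutant compared to the reference and 0.68 in the triple mutant compared to *creAΔ4*. An adjusted p below 0.05 from edgeR was found for 109 of these genes in *creAΔ4* compared to the reference and for 94 in the triple mutant compared to the double mutant. It was found for 25 in the double mutant compared to the reference and for 47 in the triple mutant compared to *creAΔ4*. From its CAZy results, the paper proposes that *creAΔ4* affects CAZy gene expression more strongly than the metabolic mutations.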

### The deletion of *creA* combined with blocking glycolysis results in an increased expression of pentose catabolic and pentose phosphate pathway genes (PCP and PPP)

Most glycolytic genes showed a similar profile with a significant difference in expression between the reference and the double mutant and between *creAΔ4* and the triple mutant*.* As expected, in both mutants in which glycolysis is blocked the expression of 6-phosphofructokinase (*pfkA*), fructose-biphosphate aldolase (*fbaA*), glyceraldeyde-3-phosphate dehydrogenase (*gpdA*), phosphoglycerate kinase (*pgkA*), phosphoglycerate mutase (*pgmA*) and enolase (*acuN*) were down-regulated (lower than 0.7-fold). 

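Among the 6 genes named, the largest decreases in the triple mutant compared to *creAΔ4* were those of *gpdA* (AN8041) and *acuN* (AN5746). *gpdA* fell from 3854 ± 100 RPKM (SD, n = 2) to 542 ± 33.0, a log2 fold change of -2.97 (standard error 0.30, edgeR adjusted p = 7.27e-04), and *acuN* from 735 ± 50.2 to 116 ± 12.5, a log2 fold change of -2.80 (standard error 0.24, edgeR adjusted p = 4.01e-04). In the double mutant compared to the reference, *gpdA* changed from 1896 ± 533 to 498 ± 185 RPKM, a log2 fold change of -1.93 (standard error 0.29, edgeR adjusted p = 0.00573), and *acuN* from 696 ± 102 to 212 ± 62.0, a log2 fold change of -1.72 (standard error 0.23, edgeR adjusted p = 0.00384). The replicate pairing taken from the labels gave *gpdA* differences of -2.63 and -1.27 on log2(RPKM + 1) between the double mutant and the reference, and the crossed pairing gave -2.05 and -1.85. *pgkA* (AN1246) fell by 1.69 on the log2 scale in the double mutant (edgeR adjusted p = 0.0140) and by 1.90 in the triple mutant (edgeR adjusted p = 0.00480). For *pfkA* (AN3223), with reference replicates of 294 and 125 RPKM, the log2 fold change was -1.90 (edgeR adjusted p = 0.0323) in the double mutant and -2.05 (edgeR adjusted p = 0.0139) in the triple mutant. With the replicate number as a block, for which the same-numbered reference and double mutant samples had a correlation of -0.349, the adjusted p of *pfkA* in the double mutant was 0.0660. *fbaA* (AN2875) had a log2 fold change of -0.99 (edgeR adjusted p = 0.00600) in the triple mutant and of -0.65 (edgeR adjusted p = 0.0505) in the double mutant, where DESeq2 gave an adjusted p of 0.0111. *pgmA* (AN3059) had a log2 fold change of -1.07 (edgeR adjusted p = 0.02996) in the triple mutant and of -0.54 (edgeR adjusted p = 0.264) in the double mutant, the latter within the spread between replicates. In limma fits on log2(RPKM + 1) its adjusted p in the triple mutant was 0.0530.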

Exceptions were glucose-6-phosphate isomerase (*swoM*) and pyruvate kinase (*pkiA*), which were higher expressed in the hexokinase/glucokinase double mutant in both the reference and the *creAΔ4* background (Fig. 5 and Additional file 2: Table S5)*.*

**Fig. 5:**
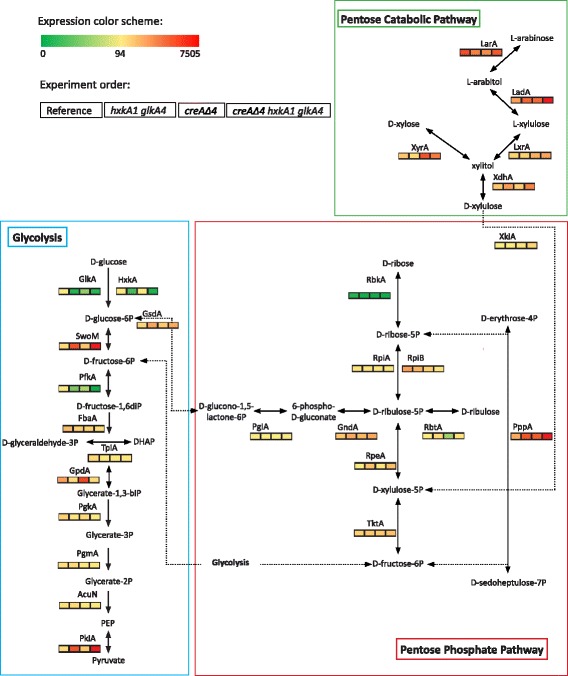
Schematic representation of the expression of genes of glycolysis, pentose phosphate pathway (PPP) and pentose catabolic pathway (PCP) in *Aspergillus nidulans* after 2 h of transfer to 1% (*w*/*v*) wheat bran*.* Gene expression values are presented under the genes and indicated by a color gradient. A decrease in expression is indicated by green squares and increased expression is indicated by a red square. Gene expressions are average values of two biological replicates. The units used is fragments per kilobase of exon per million reads mapped (FPKM). Genes involved in the glycolysis: glucokinase (*glkA*; AN8689), hexokinase (*hxkA*; AN7459), glucose-6-phosphate isomerase (*swoM*; AN6037), phosphofructokinase (*pfkA*; AN3223), fructose-biphosphate aldolase (*fbaA*; AN2875), dihydroxyacetone phosphate (DHAP), triose-phosphate isomerase (*tpiA*; AN6900), glyceraldeyde-3-phosphate dehydrogenase (*gpdA*; AN8041), phosphoglycerate kinase (*pgkA*; AN1246), phosphoglycerate mutase (*pgmA*; AN3059), enolase (*acuN*; AN5746) and pyruvate kinase (*pkiA*; AN5210). Genes involved in the PCP: L- arabinose reductase (*larA*; AN7193), L-arabitol dehydrogenase (*ladA*; AN0942), L-xylo-3-hexulose reductase (*lxrA*; AN10169), D-xylose reductase (*xyrA*; AN0423), xylitol dehydrogenase (*xdhA*; AN9064) and D-xylulose kinase (*xkiA*; AN8790). Genes involved in the PPP: glucose-6-phosphate-1-dehydrogenase (*gsdA*; AN2981), 6-phosphogluconolactonase (*pgIA*; AN0285), 6-phosphogluconate dehydrogenase (*gndA*; AN3954), D-ribulose-phosphate-3 epimerase (*rpeA*; AN7588), transketolase (*tktA*; AN0688), D-ribulokinase (*rbtA*; AN6985), transaldolase (*pppA*; AN0240), ribose 5-phosphate isomerase (*rpiA*; AN2440), ribose 5-phosphate isomerase (*rpiB*; AN5907) and ribokinase (*rbkA*; AN7995)

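*tpiA* (AN6900) was lower in both comparisons, with log2 fold changes of -0.98 (standard error 0.13, edgeR adjusted p = 0.00410) in the double mutant and -0.87 (standard error 0.13, edgeR adjusted p = 0.00343) in the triple mutant. For *pkiA* (AN5210) the log2 fold change was 0.32 (edgeR adjusted p = 0.297) in the double mutant and -0.62 (edgeR adjusted p = 0.0380) in the triple mutant, and the latter had an adjusted p of 0.0813 without TMM normalization. *xyrA* (AN0423) had 534 ± 156, 366 ± 7.17, 1530 ± 96.3 and 1193 ± 184 RPKM (SD, n = 2) in the reference, double mutant, *creAΔ4* and triple mutant, and *larA* (AN7193) had 1589 ± 176, 1144 ± 15.7, 1024 ± 26.3 and 1470 ± 51.0. *lxrA* (AN10169) changed by 0.07 in the double mutant and by 0.02 in the triple mutant on the log2 scale, and the latter was -0.03 with DESeq2.

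**Figure D1:**
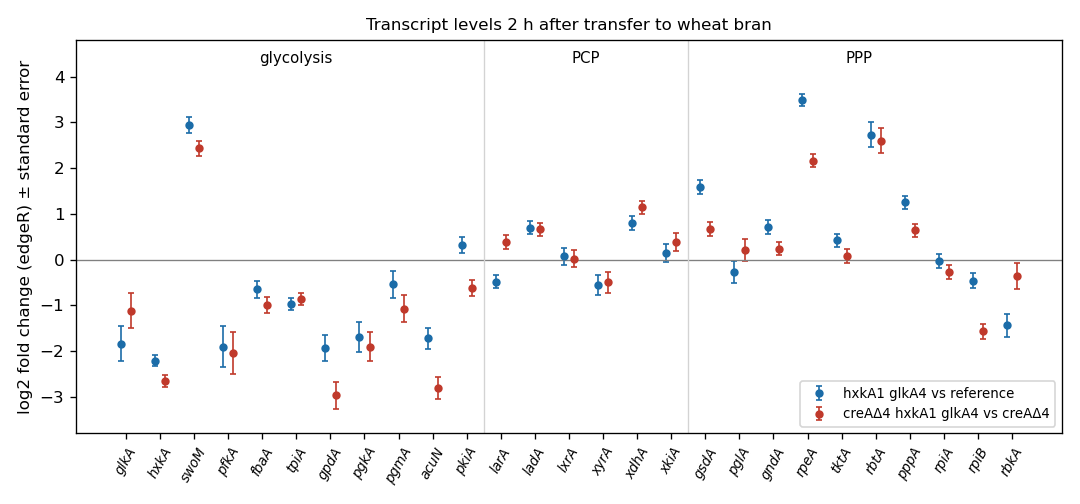
Log2 fold changes from edgeR (points) with standard errors (bars) of genes of glycolysis, the pentose catabolic pathway and the pentose phosphate pathway, in the double mutant compared to the reference (blue) and in the triple mutant compared to *creAΔ4* (red), 2 h after transfer to wheat bran. The point of *swoM* lies at 2.94 and 2.43 while the points of *gpdA* lie at -1.93 and -2.97.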

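*xdhA* (AN9064) transcripts numbered 516 ± 20.1 RPKM (SD, n = 2) in the reference and 898 ± 79.5 in the double mutant, a log2 fold change of 0.80 (standard error 0.15, edgeR adjusted p = 0.0129). In the *creAΔ4* background they rose from 458 ± 49.1 to 1120 ± 19.3, a log2 fold change of 1.14 (standard error 0.15, edgeR adjusted p = 0.00180). *ladA* (AN0942) rose from 851 ± 17.2 to 1387 ± 174 RPKM, a log2 fold change of 0.70 (standard error 0.15, edgeR adjusted p = 0.0245), and from 1351 ± 61.6 to 2363 ± 107 in the *creAΔ4* background, a log2 fold change of 0.66 (standard error 0.15, edgeR adjusted p = 0.0153). The Cyber-T-style test of the double mutant gave adjusted p-values of 0.378 for *xdhA* and 0.371 for *ladA*.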

Two genes from the pentose catabolic pathway (PCP), *xdhA* and *ladA*, were up-regulated in the double mutant compared to the reference and in the triple mutant compared to *creAΔ4* (> 1.5 fold, *p*-value < 0.05) (Additional file 2: Table S5). In addition, five pentose phosphate pathway (PPP) genes had a significantly higher expression in the double mutant compared to the reference and in the triple mutant compared to *creA∆4*. These encode transaldolase (*pppA*), D-ribulokinase (*rbtA*), D-ribulose-phosphate-3 epimerase (*rpeA*), 6-phosphogluconate dehydrogenase (*gndA*) and glucose-6-phosphate-1-dehydrogenase (*gsdA*). 

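*rpeA* (AN7588) rose from 117 ± 5.19 RPKM (SD, n = 2) in the reference to 1314 ± 72.4 in the double mutant, a log2 fold change of 3.49 (standard error 0.14, edgeR adjusted p = 2.84e-05), and *rbtA* (AN6985) from 97.8 ± 26.9 to 649 ± 76.3, a log2 fold change of 2.73 (standard error 0.27, edgeR adjusted p = 0.001). In *creAΔ4* and the triple mutant, *rpeA* had 284 ± 13.3 and 1409 ± 63.4 RPKM and *rbtA* had 61.9 ± 1.43 and 416 ± 138. The transaldolase gene *pppA* (AN0240) had a log2 fold change of 1.25 (standard error 0.15, edgeR adjusted p = 0.00213) in the double mutant and *gsdA* (AN2981) of 1.59 (standard error 0.15, edgeR adjusted p = 9.45e-04). *gndA* (AN3954) had 1623 ± 12.8 RPKM in *creAΔ4* and 2113 ± 94.5 in the triple mutant, and its log2 fold change of 0.24 (standard error 0.15, edgeR adjusted p = 0.264) was not past either threshold. The Cyber-T-style test gave *pppA* in the double mutant an adjusted p of 0.0529 and *gndA* in the triple mutant one of 0.0341.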

Wheat bran contains also other monosaccharides such as galactose, mannose and glucuronic acid. However, genes involved in the Leloir pathway, alternative D-galactose pathway, D- mannose pathway and TCA cycle did not show a clear effect of blocking glycolysis at the level of hexose phosphorylation.

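By the pathway lists of Table S5, all 9 genes of the Leloir pathway were tested. In the double mutant compared to the reference their log2 fold changes ran from -0.72 to 1.76, with 3 called up-regulated and 1 down-regulated by edgeR, and in the triple mutant compared to *creAΔ4* they ran from -0.68 to 0.36, with 0 called in either direction. The 4 genes listed for the alternative D-galactose pathway include *sdhA* and *hxkA*, and ran from -2.21 to 8.13 in the double mutant and from -2.65 to 6.45 in the triple mutant. Of the 4 genes of the mannose pathway, which also include *hxkA*, 1 was down-regulated in the double mutant and 3 in the triple mutant. Of the 14 TCA genes tested, 4 were down-regulated and 0 up-regulated in the double mutant, and 5 were down-regulated and 3 up-regulated in the triple mutant, with a range from -2.83 to 0.52 and from -2.07 to 3.05.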

No difference in gene expression of other genes that might convert glucose, such as glucose oxidase, glucose dehydrogenase, gluconate dehydratase and several hexokinase-like proteins (HxkB, HxkC, HxkD), was observed in the double and triple mutant compared to their reference strains (Additional file 2: Table S5) [3, 5, 25–27]. 

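The putative glucose oxidase genes AN7890 and AN4006 had log2 fold changes of 0.28 (edgeR adjusted p = 0.371) and -0.33 (edgeR adjusted p = 0.301) in the double mutant, and of 0.24 (edgeR adjusted p = 0.366) and -0.31 (edgeR adjusted p = 0.283) in the triple mutant. For the glucose dehydrogenase gene *gudB* (AN4186) they were -0.43 (edgeR adjusted p = 0.377) and 0.21 (edgeR adjusted p = 0.711), and for the gluconate dehydratase gene AN6035 they were -0.52 (edgeR adjusted p = 0.249) and -0.30 (edgeR adjusted p = 0.444). *hxkC* (AN4255) changed by -0.20 in the double mutant (edgeR adjusted p = 0.561) and by 0.31 in the triple mutant (edgeR adjusted p = 0.295). *hxkD* (AN2180) had 18.3 ± 0.0555 RPKM (SD, n = 2) in *creAΔ4* and 32.4 ± 2.00 in the triple mutant, a log2 fold change of 0.68 (standard error 0.16, edgeR adjusted p = 0.0187), and changed by 0.19 in the double mutant (edgeR adjusted p = 0.465). *hxkB* (AN2638) had mean values between 0.0418 and 0.304 RPKM, too few reads to be tested at this depth.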

In our metabolomic data, we could not find any specific intermediates enabling us to pinpoint the alternative pathway for the conversion of glucose.

### Validation of the RNA-seq expression profiles by quantitative RT-PCR (qRT-PCR)

To validate the expression profiles obtained by RNA-seq analysis, two genes involved in the PCP (xylitol dehydrogenase, L-arabitol dehydrogenase) and one CAZy gene (α-arabinofuranosidase; *abfB*) were tested by quantitative RT-PCR (Additional file 9: Figure S3). Expression trends of the selected genes obtained by qRT-PCR confirmed those obtained with RNA-seq. 

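By RNA-seq, the ratio of mean RPKM of *ladA* (AN0942) was 1.63 in the double mutant compared to the reference and 1.75 in the triple mutant compared to *creAΔ4*. For *xdhA* (AN9064) it was 1.74 and 2.44, for *abfB* (AN1571) 0.886 and 1.93, and for *xyrA* (AN0423), the gene that Figure S3 shows, 0.686 and 0.780. Transcripts of *gpdA* (AN8041), which the paper used as the reference gene of the qRT-PCR, had themselves ratios of 0.263 and 0.141 in these comparisons.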

The primers used in this experiment are indicated in Additional file 10: Table S6.

### Higher α-arabinofuranosidase and β-xylosidase activities were observed in the triple mutant compared to the *creA* mutant alone

The same cultures used for RNA-sequencing were also used to measure α-arabinofuranosidase, β-glucosidase, β-xylosidase and cellobiohydrolase activities in the supernatants of the cultures 8 h and 24 h after transfer to wheat bran medium. After 8 h of transfer, cellobiohydrolase (CBH) and β-glucosidase (BGL) activities were significantly higher in the reference and the *creAΔ4* mutant compared to the two other mutant strains, respectively (Additional file 11: Figure S4)*.* After 24 h of transfer to wheat bran, this difference was not observed anymore and cellulolytic activity levels were similar in all strains.

A significant increase in β-xylosidase (BXL) and α-arabinofuranosidase (ABF) activities was observed in the triple mutant in comparison with the *creAΔ4* after 8 and 24 h (Additional file 11: Figure S4)*.* No differences in BXL activity were observed between the reference and the double mutant at both time-points.

## Discussion

In this study, our aim was to create an *Aspergillus* strain that more rapidly releases hexoses from plant biomass but does not metabolize them through glycolysis, so they can be fermented by yeast more efficiently to produce bio-fuels. As a first step to achieve this, mutants for hexokinase, glucokinase, *cre*A and combinations thereof were constructed in *A. nidulans* and the resulting strains were evaluated for their ability to accumulate hexoses.

HxkA and GlkA represent the only active hexose kinases of *A. nidulans*, even though other genes encoding putative hexose phosphorylating activities, such as the putative HxkB, are present in the genome of *A. nidulans*. However, a previous study in *Aspergillus fumigatus* reported that recombinant HxkB has no sugar-phosphorylating activity [8].

The phenotype of the *hxkA1 glkA4* strains [5] was confirmed and the double mutant was unable to grow on glucose and fructose. The *creAΔ4* mutant has been described as a strongly derepressed *creA* mutant [28] and was shown to have elevated polysaccharide degrading enzyme activities [29]. Our RNA-seq data indicate that this is a transcriptionally down-regulated *creA* allele.

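*creA* (AN6195) reached 508 ± 33.9 RPKM (SD, n = 2) in the reference, 465 ± 69.4 in the double mutant, 37.7 ± 2.59 in *creAΔ4* and 101.1 ± 6.18 in the triple mutant. The log2 fold change in *creAΔ4* compared to the reference was -3.24 (standard error 0.17, edgeR adjusted p = 9.74e-06). The deposited coverage of the gene was 99.8% in both reference replicates and 99.9% in both double mutant replicates, against 43.6% and 47.0% in *creAΔ4* and 43.8% and 48.0% in the triple mutant. In the triple mutant compared to *creAΔ4*, the log2 fold change was 1.28 (standard error 0.16, edgeR adjusted p = 0.00160).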

First, we evaluated the changes in the extracellular sugars in the reference and in all the mutant strains. A 3,5-dinitrosalicylic acid (DNS) sugar assay showed that free sugars were only present in the culture supernatant at the early time point in the triple mutant, while after 24 h of incubation, sugar levels were close to zero in all the strains. This suggests that the balance of sugar release and sugar uptake had reached a stable state. This is in agreement with the results obtained from the HPAEC analysis. At 8 h, glucose was higher in the triple mutant compared to the *creAΔ4*, but after 24 h no glucose was detected for any of the strains. Interestingly, fructose and other monosaccharides did not accumulate in all strains after 2 h, 8 h and 24 h of transfer to wheat bran. This indicates that hexoses are still being consumed in the *hxkA1 glkA4* negative strains suggesting that alternative pathways are converting them.

In the *hxkA1 glkA4* mutant, a set of genes encoding starch degrading enzymes was down-regulated at 2 h on wheat bran compared to the reference. 

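Of the 20 genes that Table S4 lists for starch, 5 were called down-regulated and 3 up-regulated in the double mutant compared to the reference by edgeR. With each replicate left out in turn, the log2 fold change of *agdB* (AN8953) stayed between -2.03 and -1.80, that of *agdE* (AN0941) between -1.99 and -1.73, and that of *agdF* (AN10420) between 1.35 and 1.83.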

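In the triple mutant compared to *creAΔ4*, 9 of the 20 genes listed for starch were called down-regulated and 2 up-regulated by edgeR, and 7 of the 26 listed for cellulose or xyloglucan were called down-regulated and 1 up-regulated. *glaA* (AN11143) was among the up-regulated starch genes, with a log2 fold change of 1.24 (standard error 0.22, edgeR adjusted p = 0.00605), and *amyA* (AN2018) among the down-regulated, at -0.84 (standard error 0.22, edgeR adjusted p = 0.0257). Without TMM normalization the adjusted p of *amyA* was 0.0603.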

In the triple mutant, expression of both starch and cellulose genes were reduced compared to the *creAΔ4* strain. Most glycolytic genes were down-regulated in both double and triple mutant as well suggesting blocking glycolysis caused an initial negative feedback of extracellular D-glucose release from starch and cellulose. The β-glucosidase (BGL) and cellobiohydrolase (CBH) activities also decreased after 8 h of transfer to wheat bran in both *hxkA1 glkA4* negative strains. After 24 h of incubation, BGL and CBH enzyme activities were at a similar level as their reference strain. Together with the extracellular sugar analysis, this again suggests that during growth on wheat bran over time a reorganization of central metabolism occurs in the *hxkA1 glkA4* negative strains to regulate D-glucose release and re-direct glucose conversion.

Growth profiles of the *hxkA1/glkA4* negative strains on plant biomass and pure polysaccharides were performed to determine the importance of glycolysis for growth on these substrates. Previously it was shown that the *Aspergillus fumigatus* hexokinase/glucokinase double deletion mutant failed to grow on glucose, fructose, mannose, sorbose, glucosamine, and saccharose [8]. Our results showed that in all the carbon sources tested (except arabinoxylan, xyloglucan, and cotton seed pulp) the double mutant had reduced growth compared to the triple mutant. The improved growth of our triple mutant in comparison with the double mutant observed for most substrates is most likely a consequence of the increased transcript levels of CAZymes due to the *creA∆4* mutation.

Our extracellular sugar analysis suggests that glucose and fructose may be converted through an alternative metabolic pathway. RNA-sequencing analysis allowed us to analyze in more detail the effect of the metabolic mutations and to possibly identify the pathway through which glucose and fructose were converted. Since in this biomass the amounts of galactose and mannose are low, these pathways are not expected to substantially contribute to growth. Therefore, the PCP and PPP should be the most relevant pathways necessary for growth. We assumed that the metabolic defects introduced in the strains of this study do not affect sugar transport.

Most of the glycolytic genes were down-regulated in the *hxkA1 glkA4* strains in both the reference and *creAΔ4* background. However, glucose-6-phosphate isomerase, encoded by *swoM*, which converts glucose-6-phosphate to fructose-6-phosphate in a reversible reaction, was significantly up-regulated in the strains not able to phosphorylate glucose. 

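Of the 13 genes that Table S5 lists for glycolysis and that were tested, edgeR called 7 down-regulated and 1 up-regulated in the double mutant compared to the reference, and 9 down-regulated and 2 up-regulated in the triple mutant compared to *creAΔ4*. The mutated genes *hxkA* and *glkA* themselves were among the 7, and *hxkA* was among the 9. With each replicate left out in turn, the log2 fold change of *gpdA* (AN8041) stayed between -2.38 and -1.60 in the double mutant and between -3.07 and -2.94 in the triple mutant. For *acuN* (AN5746) the ranges were between -2.05 and -1.45 and between -2.94 and -2.72, and for *pfkA* (AN3223) between -2.61 and -1.15 and between -2.16 and -2.04. The interaction of the metabolic mutations with the background was -1.04 (edgeR adjusted p = 0.146) for *gpdA*, -1.08 (edgeR adjusted p = 0.0778) for *acuN* and -0.15 (edgeR adjusted p = 0.910) for *pfkA* on the log2 scale, none of which passed the adjusted p threshold.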

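The 4 replicate values of *swoM* (AN6037) were 3531 and 3766 RPKM in the double mutant and 5532 and 6126 in the triple mutant. The interaction of the mutations with the background was -0.50 (standard error 0.22, edgeR adjusted p = 0.187) on the log2 scale, so a difference between the increases in both backgrounds was not detected.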

The pentose phosphate pathway generates besides NADPH both fructose-6-phosphate and glyceraldehyde-3-phosphate. The strong up-regulation of *swoM* indicates the necessity to increase the flux through the PPP by generating glucose-6-phosphate from the available fructose-6-phosphate pool. This is also consistent with the up-regulation of the expression of *gsdA* and *gndA*, involved in of two of three steps of the oxidative PPP, which is more evident in the hexokinase/glucokinase negative background strains. 

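For *gsdA* (AN2981), means were 732 ± 27.8 RPKM (SD, n = 2) in the reference and 2214 ± 262 in the double mutant, against 1151 ± 38.6 in *creAΔ4* and 2029 ± 98.6 in the triple mutant. The interaction was -0.92 (standard error 0.21, edgeR adjusted p = 0.0386) on the log2 scale for *gsdA* and -0.48 (standard error 0.21, edgeR adjusted p = 0.188) for *gndA* (AN3954). That of *gsdA* was past the adjusted p threshold in 3 of the 9 other fits. It was not past it without TMM normalization, in the 3 limma fits, with the replicate block of the labels or with the double mutant's numbers crossed, a pairing chosen after seeing the data. The gene of the step between them, *pglA* (AN0285), changed by -0.27 in the double mutant (edgeR adjusted p = 0.504) and by 0.20 in the triple mutant (edgeR adjusted p = 0.561).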

The pentoses xylose and arabinose are the main carbon sources available for catabolism and these pathways require NADPH [30]. Xylose and arabinose represent 34% and 16% (*w*/w), respectively of the wheat bran. The *xdhA* gene, encoding xylitol dehydrogenase that converts xylitol into D-xylulose, and *ladA*, encoding L-arabitol dehydrogenase that converts L-arabitol into L-xylulose, were significantly up-regulated in the *hxkA1*/*glkA4* negative strains. 

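The interaction of the metabolic mutations with the *creAΔ4* background was 0.35 (standard error 0.21, edgeR adjusted p = 0.326) on the log2 scale for *xdhA* (AN9064) and -0.04 (standard error 0.22, edgeR adjusted p = 0.939) for *ladA* (AN0942). With each replicate left out in turn, the log2 fold change of *ladA* stayed between 0.57 and 0.82 in the double mutant and between 0.56 and 0.69 in the triple mutant.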

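*xkiA* (AN8790) had 268 ± 32.5 RPKM (SD, n = 2) in *creAΔ4* and 385 ± 64.1 in the triple mutant, a log2 fold change of 0.38 (standard error 0.20, edgeR adjusted p = 0.196). In the Cyber-T-style test its value was 0.52 with an adjusted p of 0.0375. In the reference and the double mutant it had 199 ± 10.4 and 219.5 ± 46.0 RPKM.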

Also *xkiA*, encoding D-xylulose kinase that converts D-xylulose into D-xylulose-5-phosphate, was higher in the triple mutant. 

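With each replicate left out in turn, the log2 fold change of *rpeA* (AN7588) stayed between 3.43 and 3.54 in the double mutant and between 2.06 and 2.18 in the triple mutant, and that of *pppA* (AN0240) between 1.23 and 1.26 and between 0.52 and 0.66. *pppA* reached 1958 ± 31.0, 4658 ± 79.6, 4367 ± 257 and 7505 ± 247 RPKM (SD, n = 2) in the reference, double mutant, *creAΔ4* and triple mutant.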

An important response in the non-oxidative PPP is also observed in the *hxkA1*/*glkA4* negative backgrounds which showed an increased expression of *rpeA* encoding the epimerase responsible for converting D-xylulose-5-phosphate into D-ribulose-5-phosphate and the *pppA* gene encoding a transaldolase. 

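*rpiA* (AN2440) had 367 ± 27.9, 360 ± 70.9, 303 ± 10.1 and 277 ± 5.49 RPKM (SD, n = 2) in the reference, double mutant, *creAΔ4* and triple mutant, with log2 fold changes of -0.03 (edgeR adjusted p = 0.916) in the double mutant and -0.27 (edgeR adjusted p = 0.247) in the triple mutant. *rpiB* (AN5907) had 2477 ± 375, 1807 ± 267, 1004 ± 1.40 and 375 ± 48.4 RPKM in the same order. Its log2 fold change was -0.46 (edgeR adjusted p = 0.119) in the double mutant and -1.57 (edgeR adjusted p = 0.00107) in the triple mutant.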

The ribose-5-phosphate isomerase encoding gene *rpiA* hardly changes its response in the mutant backgrounds whereas *rpiB* expression is the highest in the reference strain. Transcriptional regulation seems not to be necessary at this level. Subsequently, in the final steps of the pathway fructose-6-phosphate and glyceraldehyde-3-phosphate are generated. Glyceraldehyde-3-phosphate is then available for the final part of the glycolytic pathway which can then enter the TCA cycle.

The pool of fructose-6-phosphate generated by the catabolism of the pentoses will, in accordance with the up-regulation observed in the oxidative part of the PPP, be partially recycled whereas it will also be used for biosynthetic purposes by converting fructose-6-phosphate to glucose-1-phosphate via a glucose-6-phosphate isomerase (SwoM) and a phosphoglucomutase (PgmB). The *pgmB* gene and those encoding the subsequent steps are not up-regulated in the mutants. However, a putative UTP-glucose-1-phosphate uridylyltransferase encoding gene, *galF*, responsible for conversion of glucose-1-phosphate into UDP-glucose, was up-regulated in the triple mutant. 

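*pgmB* (AN2867) had 401 ± 32.2 RPKM (SD, n = 2) in the reference and 509 ± 32.9 in the double mutant, a log2 fold change of 0.34 (standard error 0.13, edgeR adjusted p = 0.136), and 202 ± 0.727 in *creAΔ4* and 203 ± 5.78 in the triple mutant, a log2 fold change of -0.14 (standard error 0.13, edgeR adjusted p = 0.485). The latter was 0.01 without TMM normalization.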

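*galF* (AN9148) rose from 348 ± 23.3 RPKM (SD, n = 2) in *creAΔ4* to 484 ± 41.8 in the triple mutant, a log2 fold change of 0.33 (standard error 0.16, edgeR adjusted p = 0.166). From 297 ± 38.0 in the reference it rose to 587 ± 62.2 in the double mutant, a log2 fold change of 0.98 (standard error 0.17, edgeR adjusted p = 0.00909). Under the Cyber-T-style test the adjusted p was 0.0233 in the triple mutant and 0.0647 in the double mutant.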

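The gene that Table S5 lists as glycogen synthase, AN8010, had 277 ± 28.7 RPKM (SD, n = 2) in the reference and 534 ± 55.3 in the double mutant, a log2 fold change of 0.94 (standard error 0.14, edgeR adjusted p = 0.00638). In *creAΔ4* and the triple mutant it had 125 ± 4.52 and 333 ± 13.2 RPKM, a log2 fold change of 1.27 (standard error 0.15, edgeR adjusted p = 0.00118). Its adjusted p in the double mutant was 0.0799 under the Cyber-T-style test.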

Also, a gene encoding a putative glycogen synthase, which converts UDP-glucose into glycogen, was up-regulated in the double and triple mutant. An excess of the fructose-6-phosphate pool may lead to fructose-6-phosphate phosphatase activity. Interestingly, a fructose-2,6-bisphosphate 2-phosphatase encoding gene (*fbpZ*) was up-regulated in the triple mutant compared to the *creAΔ4* strain. This is likely to lead to lower levels of fructose-2,6-biphosphate and as a consequence to a diminished activation of the fructose-6-phosphate kinase [31]. 

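*fbpZ* (AN10844) rose from 57.7 ± 2.12 RPKM (SD, n = 2) in *creAΔ4* to 219 ± 21.8 in the triple mutant, a log2 fold change of 1.78 (standard error 0.26, edgeR adjusted p = 0.00278). The reference had 155 ± 0.0133 RPKM and the double mutant 141 ± 57.1, a log2 fold change of -0.14 (standard error 0.25, edgeR adjusted p = 0.743), and the interaction was 1.92 (standard error 0.36, edgeR adjusted p = 0.0200) on the log2 scale.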

Fructose observed intracellularly at early time points in the *creA* deletion strain and the triple mutant may arise by fructose-6-phosphate phosphatase activity which could be the consequence of an accumulation of the fructose-6-phosphate pool. However, the presence of a glucose isomerase that could convert D-glucose into D-fructose cannot be excluded. Interestingly, *dakA* (encoding dihydroxyacetone kinase) was upregulated in strains in which *hxkA* and *glkA* were mutated, especially in the *creA*d4 background. This could indicate that this enzyme is also involved in another pathway, such as fructose-6-phosphate accumulation via xylulose-5P and DHA.

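*dakA* (AN0034) rose from 319 ± 2.47 RPKM (SD, n = 2) in the reference to 829 ± 99.4 in the double mutant, a log2 fold change of 1.37 (standard error 0.17, edgeR adjusted p = 0.00267), and from 42.0 ± 7.19 in *creAΔ4* to 436 ± 5.65 in the triple mutant, a log2 fold change of 3.23 (standard error 0.18, edgeR adjusted p = 9.17e-05). The interaction was 1.86 (standard error 0.24, edgeR adjusted p = 0.00611) on the log2 scale.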

These results could explain the strong up-regulation observed in the *hxkA1*/*glkA4* strains in both the reference and *creAΔ4* background of *sdhA*, encoding sorbitol dehydrogenase that converts fructose into sorbitol. Therefore, the conversion of fructose-6-phosphate may occur via a phosphatase and subsequently SdhA. 

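*sdhA* (AN2666) rose from 13.5 ± 0.465 RPKM (SD, n = 2) in the reference to 3810 ± 718 in the double mutant, a log2 fold change of 8.13 (standard error 0.23, edgeR adjusted p = 4.96e-06), and from 36.0 ± 1.74 in *creAΔ4* to 3482 ± 305 in the triple mutant, a log2 fold change of 6.45 (standard error 0.22, edgeR adjusted p = 1.05e-05). The pairing of replicates taken from the labels gave differences of 8.18 and 7.86 on log2(RPKM + 1) in the double mutant, and the crossed pairing gave 8.25 and 7.80. The interaction was -1.68 (standard error 0.25, edgeR adjusted p = 0.0105) on the log2 scale.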

Another alternative for the fructose-6-phosphate conversion might be through mannitol-1-phosphate 5-dehydrogenase, encoded by *mdpA*, which converts fructose-6-phosphate into mannitol-1-phosphate. The *mdpA* gene is highly expressed in all strains. 

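The mannitol-1-phosphate 5-dehydrogenase gene of Table S5, *mpdA* (AN10021), had 1.24 ± 0.237 RPKM (SD, n = 2) in the reference, 0.697 ± 0.0464 in the double mutant, 0.442 ± 0.0630 in *creAΔ4* and 0.583 ± 0.0572 in the triple mutant. Whether the paper's statement on high expression refers to another gene cannot be told.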

The accumulation of mannitol in *A. nidulans* when cultivated on glucose or fructose due to mannitol-1-phosphatase activity is well known [32–35]. Extracellular metabolite analysis showed high levels of mannitol in the *creAΔ4* and in the triple mutant after 2 h of transfer to wheat bran (data not shown).

In summary our hypothesis is that xylose and arabinose are converted into fructose-6-phosphate and glyceraldehyde-3-phosphate. Fructose-6-phosphate will be converted into glucose-6-phosphate through the PPP, into mannitol through MpdA and mannitol-1-phosphatase as well as sorbitol through a phosphatase and subsequently SdhA. Expression data suggests the latter pathway to prevail.

The RNA-seq results were also used to evaluate the expression of other metabolic genes that might convert glucose. Glucose oxidase activity would result in the formation of D-gluconate and hydrogen peroxide. 

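AN7890, 1 of the genes listed as putative glucose oxidase, had 11.4 ± 0.504 RPKM (SD, n = 2) in the reference, 13.9 ± 0.0869 in the double mutant, 12.1 ± 0.897 in *creAΔ4* and 15.8 ± 0.442 in the triple mutant. AN4006 had 48.6 ± 2.69, 38.7 ± 10.8, 28.2 ± 2.08 and 25.3 ± 3.48 RPKM in the same order. The standard errors of the log2 fold changes were 0.19 and 0.19 for AN7890 and 0.19 and 0.20 for AN4006.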

Our RNA-seq data did not show a significant up-regulation in the double mutant compared to the reference strain and in the triple mutant compared to the *creA* mutant. Also, in the metabolomics analysis we did not detect gluconate. Since glucose seems not to be oxidized, another option would then be reduction to glucitol. In the metabolomic analysis we also did not detect glucitol. Glucose could also be converted into trehalose, since we observed formation of glucose-6-phosphate from the PPP whereas also glucose-1-phosphate and UDP-glucose biosynthesis is intact. But most likely, glucose is either directly reduced or converted to fructose followed by production of polyols.

## Conclusion

In conclusion, this study provides an in-depth analysis of the effect of a hexokinase/glucokinase double mutant at the gene expression level during growth of *A. nidulans* on an agricultural waste product. Although glucose and fructose initially accumulate, these hexoses are converted through alternative metabolic pathways. A more detailed metabolomic analysis is required to determine which pathways are actually used and what the final products are. The deletion of *creA* in combination with a hexokinase glucokinase deficiency results in an increased expression of the PCP and PPP. This indicates that the reduced ability to use hexoses as carbon source has resulted in a shift towards the pentose fraction of wheat bran as the major carbon source to support growth.

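In the triple mutant compared to *creAΔ4*, edgeR called 2 of the 6 PCP genes and 4 of the 10 PPP genes of Table S5 up-regulated, and 0 of the PCP and 1 of the PPP genes down-regulated. The log2 fold changes ran from -0.50 to 1.14 over the PCP genes and from -1.57 to 2.60 over the PPP genes. In the double mutant compared to the reference, 2 of the PCP genes and 5 of the PPP genes were up-regulated, and 0 of the PCP and 1 of the PPP genes down-regulated. There the values ran from -0.55 to 0.80 over the PCP genes and from -1.44 to 3.49 over the PPP genes.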

## Additional files

Additional file 1: **Figure S5.** Principal component analysis

Additional file 2: **Table S5.** Expression of known gene involved in central carbon metabolism in *Aspergillus nidulans. (XLSX 32 kb)*

Additional file 3: **Figure S1.** Scheme of sexual crossing in *Aspergillus nidulans. (PDF 185 kb)*

Additional file 4: **Table S1.** Composition of the substrates.

Additional file 5: **Table S2.** Intracellular metabolism of *Aspergillus nidulans* during growth in wheat bran.

Additional file 6: **Figure S2.** Functional classification of *Aspergillus nidulans* genes according to FunCat.

Additional file 7: **Table S3.** Functional classification of *A. nidulans* genes belonging to the C-compound and carbohydrate metabolism subclass according to FunCat.

Additional file 8: **Table S4.** Expression of selected CAZymes involved in the degradation of plant biomass in *Aspergillus nidulans. (XLSX 63 kb)*

Additional file 9: **Figure S3.** Expression patterns and validation of RNA-sequencing analysis by qPCR.

Additional file 10: **Table S6.** Primers used in this study to generate the gene fragments for qRT-PCR analysis.

Additional file 11: **Figure S4.** Comparison of extracellular enzyme activities in reference and disruption strains.

## Abbreviations

AA: Auxiliary activities
CAZy: Carbohydrate active enzyme database
CCR: Carbon catabolite repression
CE: Carbohydrate esterase
creA: Carabon catabolite repressor encoding gene
GH: Glycoside hydrolase
glkA: Glucokinase encoding gene
hxkA: Hexokinase encoding gene
PCP: Pentose catabolic pathway
PL: Polysaccharide lyase
PPP: Pentose phosphate pathway

# Supplementary material for: Blocking hexose entry into glycolysis activates alternative metabolic conversion of these sugars and upregulates pentose metabolism in Aspergillus nidulans
**Source:** BMC Genomics. 2018 Mar 22;19:214. doi: 10.1186/s12864-018-4609-x
**Supplement:** Supplementary file 1 — Figure S5. Principal component analysis

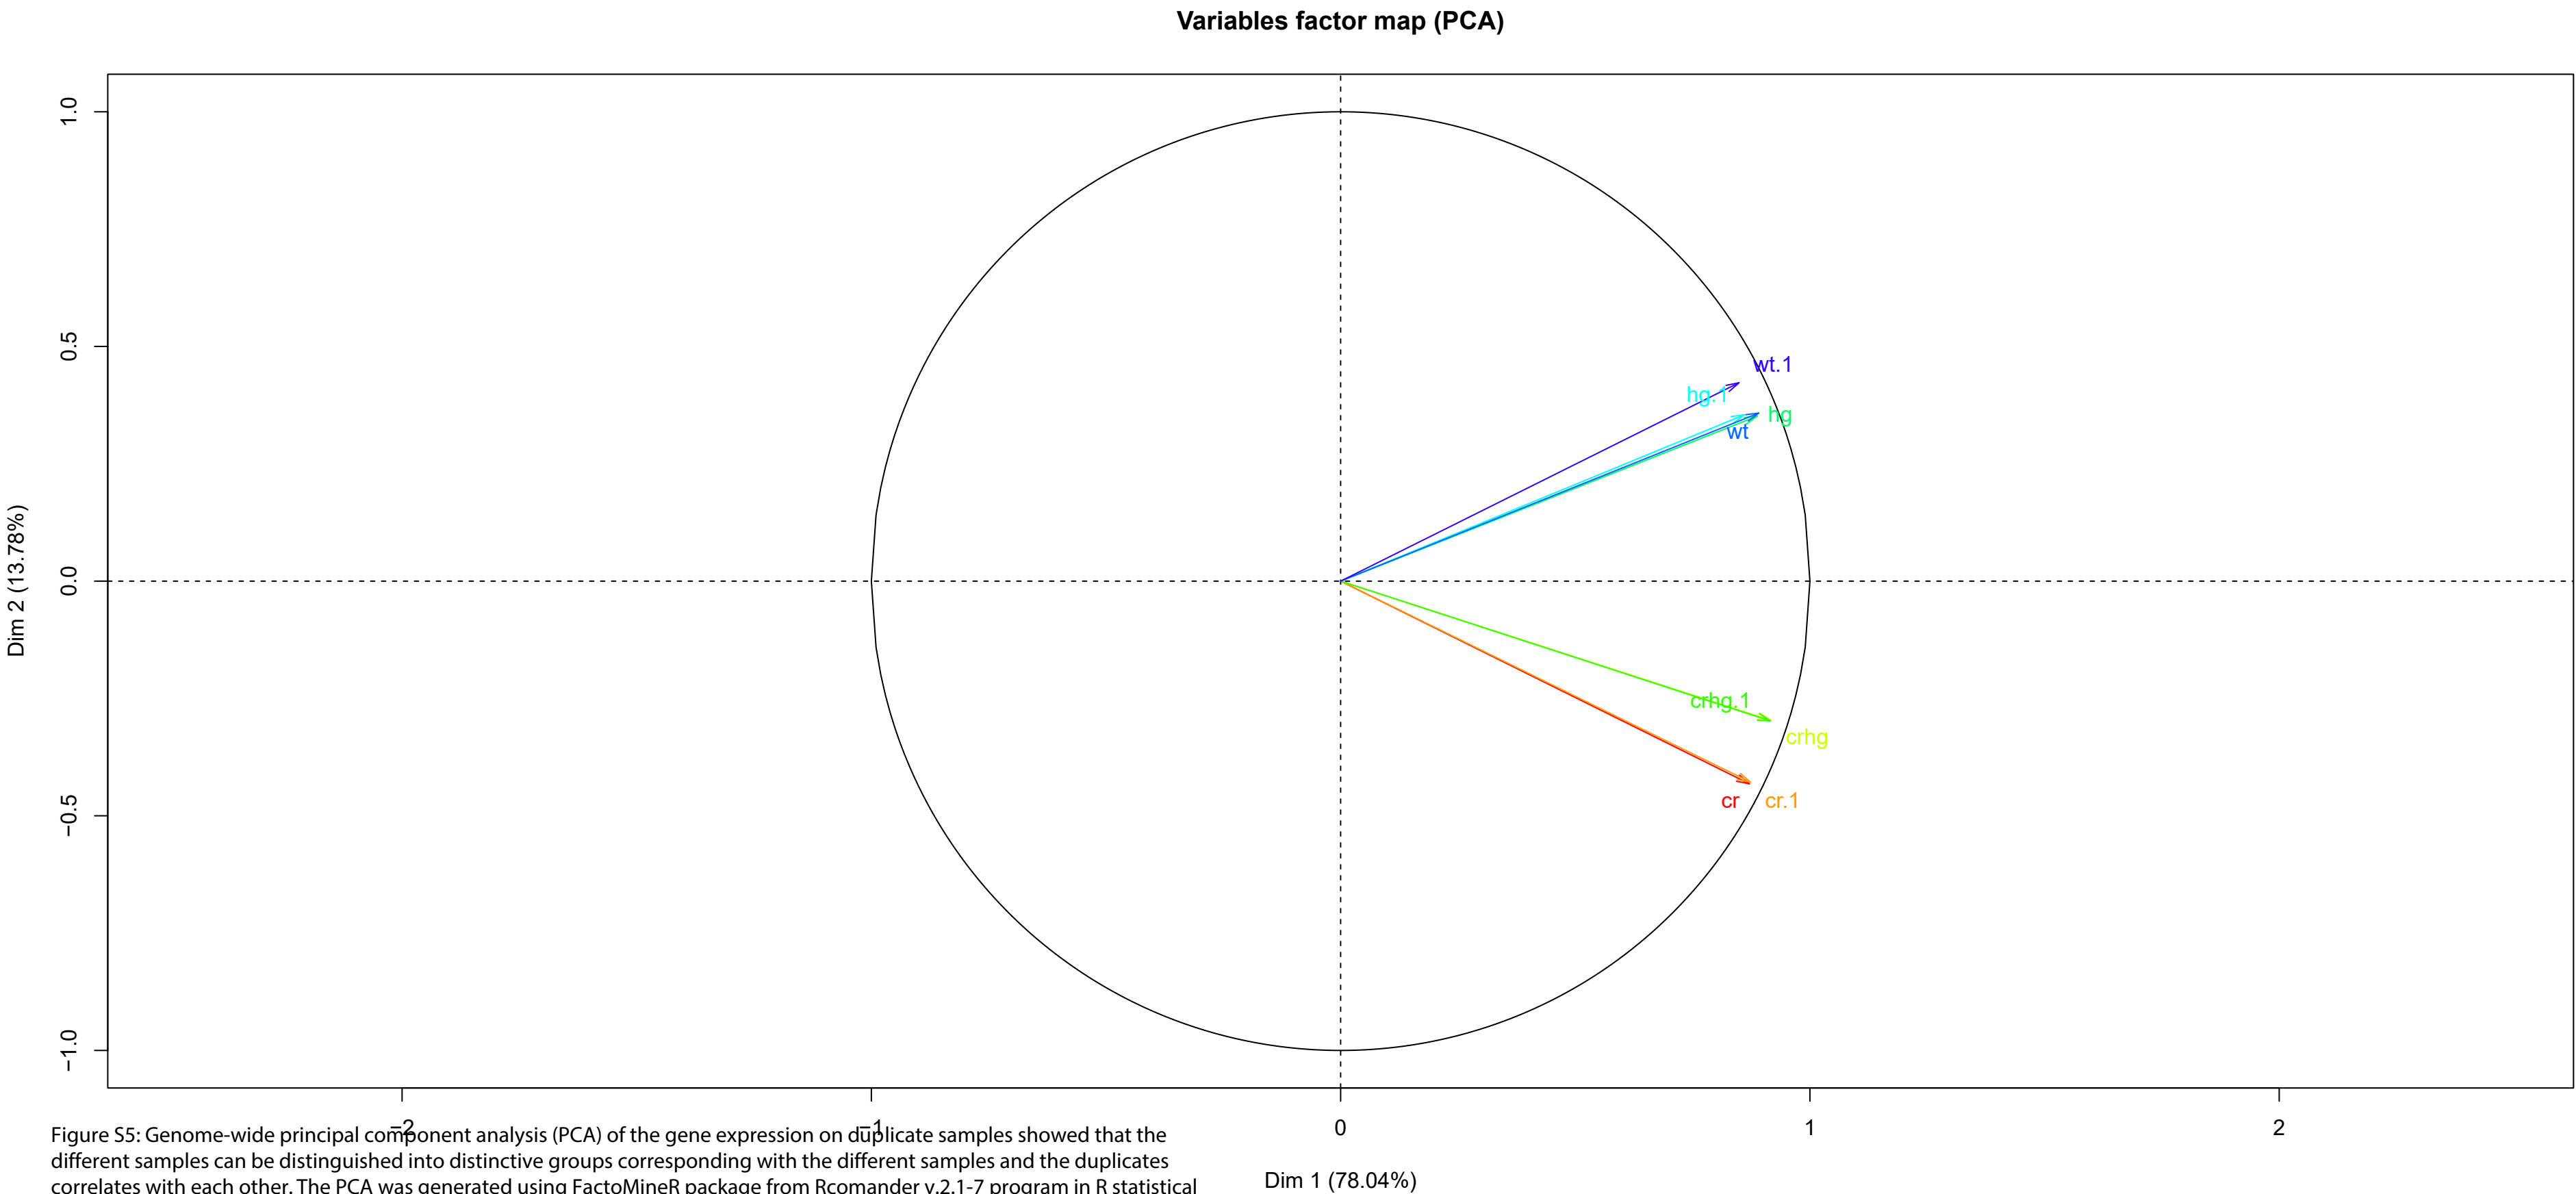

Figure S5: Genome-wide principal component analysis (PCA) of the gene expression on duplicate samples showed that the different samples can be distinguished into distinctive groups corresponding with the different samples and the duplicates correlates with each other. The PCA was generated using FactoMineR package from Rcomander v.2.1-7 program in R statistical language and envi-ronment 3.1.2.

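A principal component analysis with the 8 samples as standardized variables over the RPKM of all 10459 genes placed 78.04% of the variance on the first component and 13.8% on the second. All 8 samples had coordinates between 0.849 and 0.917 on the first component. It therefore holds mostly the expression profile that the samples share, and its share does not measure differences between strains. On the second component the coordinates were 0.358 and 0.423 for the reference replicates, 0.352 and 0.354 for the double mutant, -0.432 and -0.428 for *creAΔ4* and -0.296 and -0.298 for the triple mutant. The correlation of log2 values across genes between replicates was 0.986 in the reference, 0.977 in the double mutant, 0.996 in *creAΔ4* and 0.993 in the triple mutant. On log2(RPKM + 1) in place of RPKM, the shares were 93.5% and 4.46%.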

# Supplementary material for: Blocking hexose entry into glycolysis activates alternative metabolic conversion of these sugars and upregulates pentose metabolism in Aspergillus nidulans
**Source:** BMC Genomics. 2018 Mar 22;19:214. doi: 10.1186/s12864-018-4609-x
**Supplement:** Supplementary file 3 — Figure S1. Scheme of sexual crossing in Aspergillus nidulans.

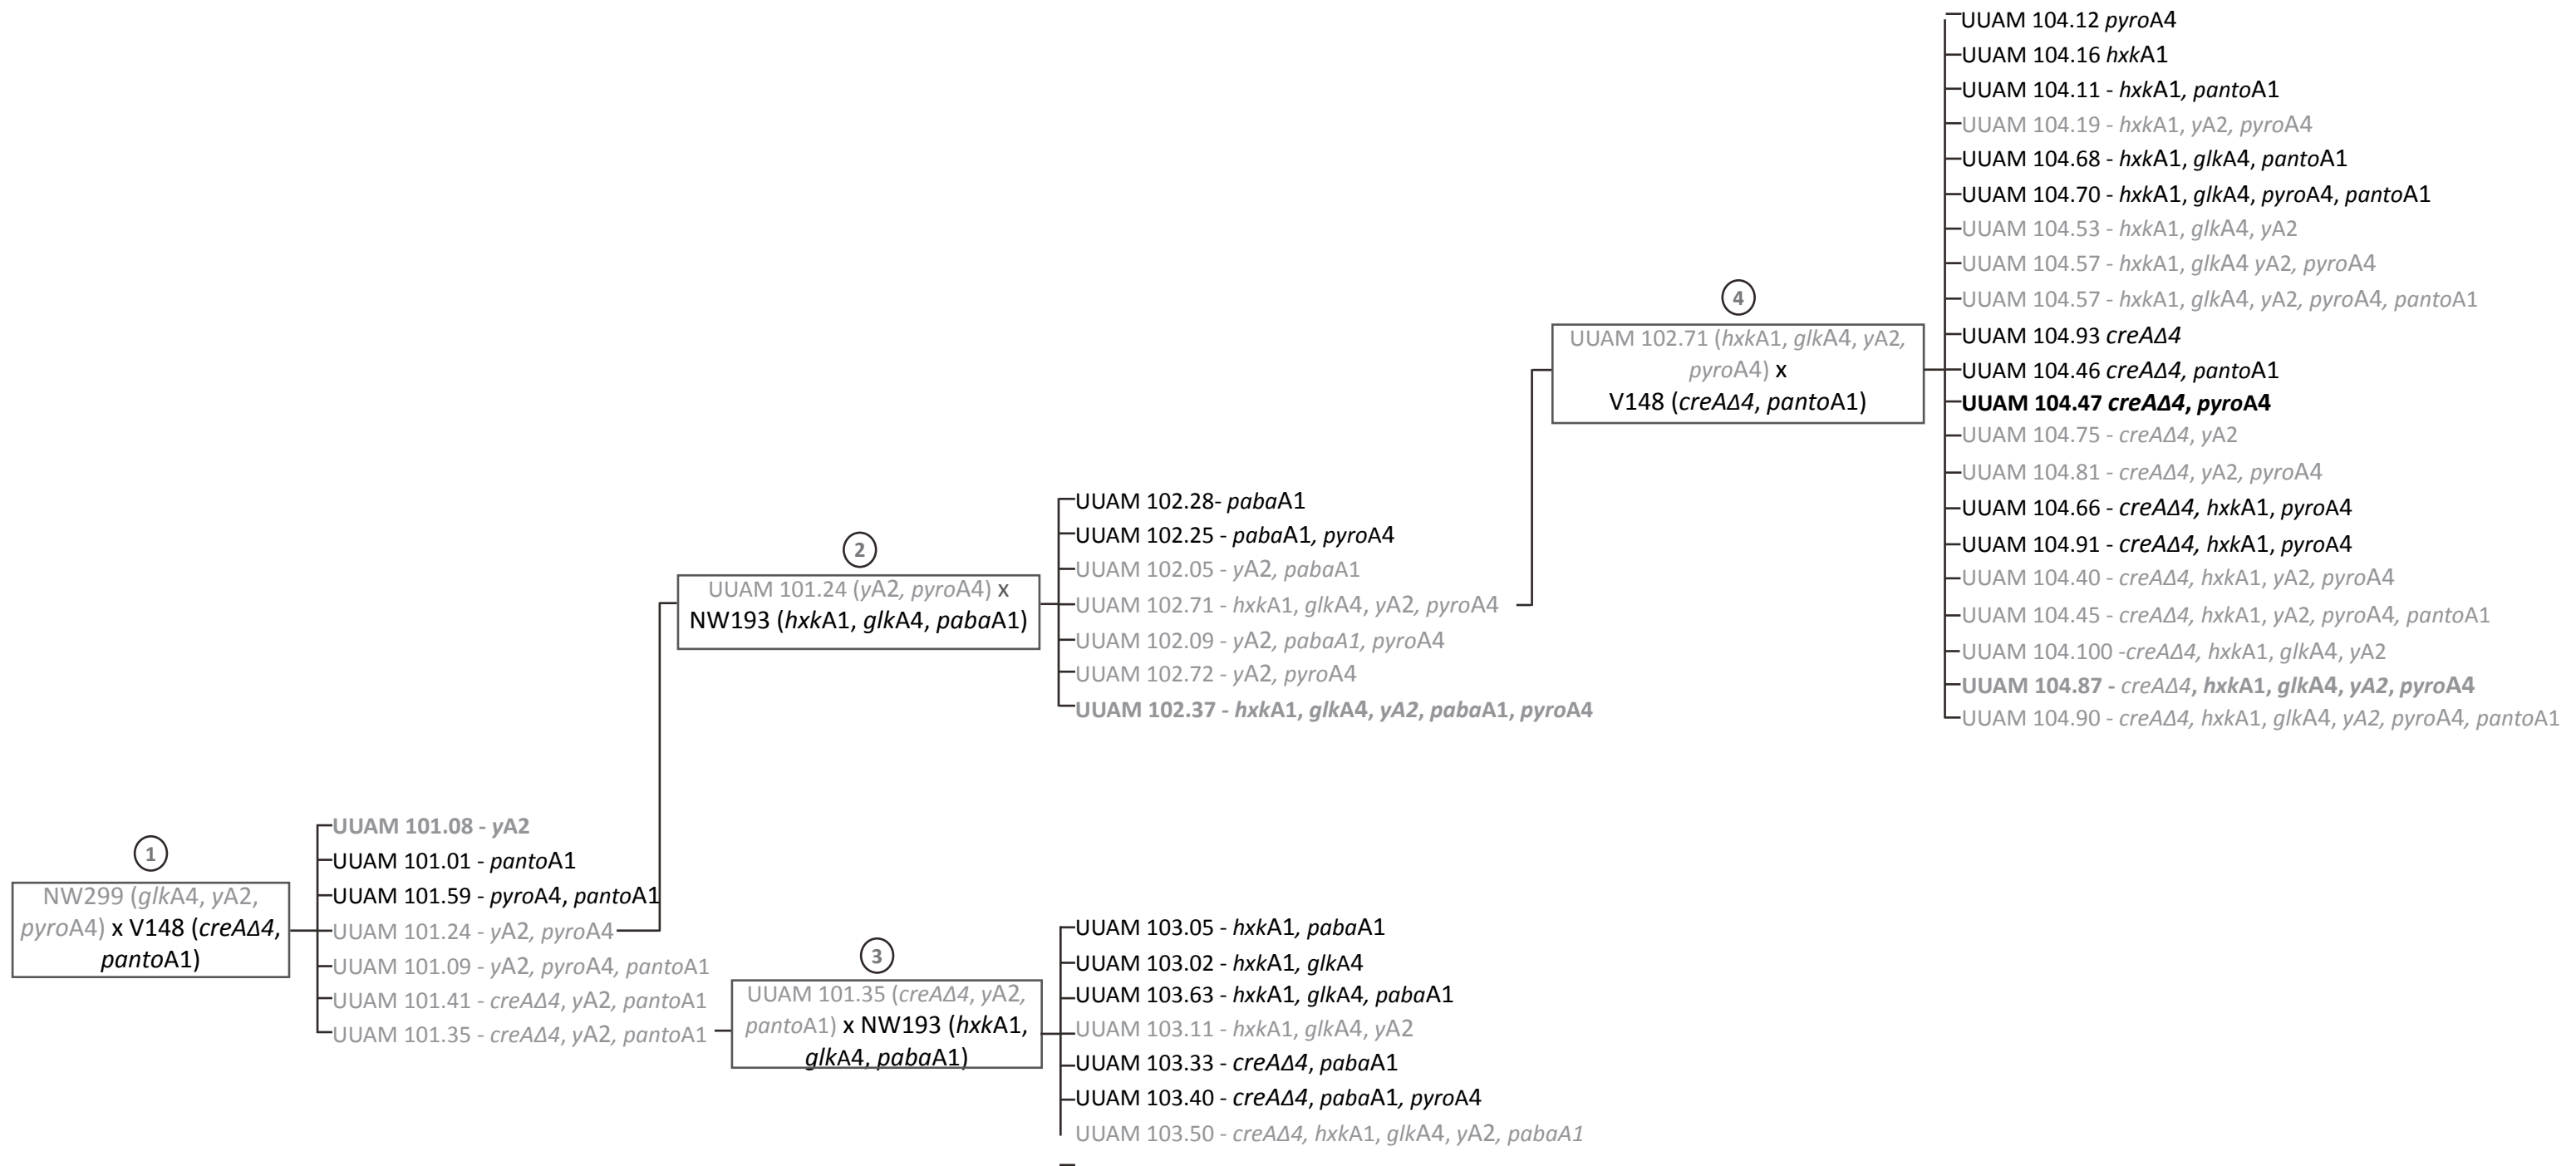

**Figure S1. Schema of sexual crossing in *A. nidulans*.** The strains were crossed according to schema. Strains resulting from cross 1-4 were named UU-AM101 – UU-AM104 respectively. We isolated progeny as separate colonies of the parental strains or recombinant genotypes. The strains used in this study are in bold, light grey color (*yA2*) and dark color (absence of *yA2*)

# Supplementary material for: Blocking hexose entry into glycolysis activates alternative metabolic conversion of these sugars and upregulates pentose metabolism in Aspergillus nidulans
**Source:** BMC Genomics. 2018 Mar 22;19:214. doi: 10.1186/s12864-018-4609-x
**Supplement:** Supplementary file 6 — Figure S2. Functional classification of Aspergillus nidulans genes according to FunCat.

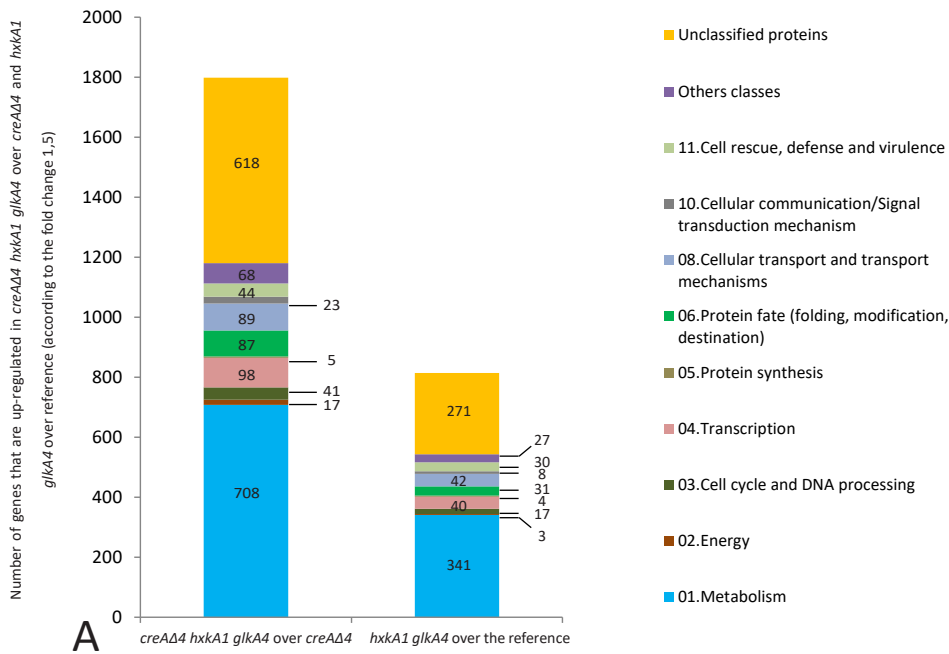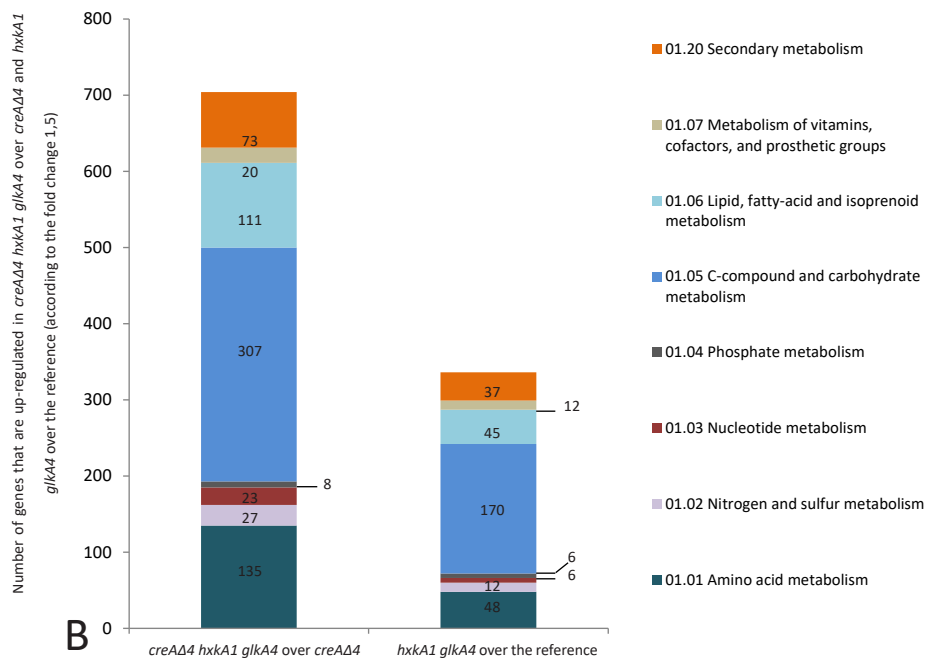

**Figure S2. Functional classification of *A. nidulans* genes according to FunCat.** (A) FunCat classes are, 01, Metabolism; 02, Energy; 03, Cell cycle and DNA processing; 04, Transcription; 05, Protein synthesis; 06, Protein fate; 08, Cellular transport and transport mechanisms; 10, Cellular communication/signal transduction mechanism; 11, Cell rescue, defense and virulence; Others classes: (13, Regulation of/interaction with cellular environment; 14, Cell fate; 25, Development (systemic); 29, Transposable elements, viral and plasmid proteins; 30, Control of cellular organization; 40, Subcellular localization; 45, Tissue localization; 63, Protein with binding function or cofactor requirement; 67, Transport facilitation) and Unclassified proteins. The numbers represent the number of genes in each category. The lengths of the bar are proportional to the number of genes in each category. (B) Metabolism (01): amino acid metabolism (01.01); nitrogen and sulfur metabolism (01.02); nucleotide metabolism (01.03); phosphate metabolism (01.04); C-compound and carbohydrate metabolism (01.05); lipid, fatty-acid and isoprenoid metabolism (01.06); metabolism of vitamins, cofactors, and prosthetic groups (01.07); secondary metabolism (01.20).

# Supplementary material for: Blocking hexose entry into glycolysis activates alternative metabolic conversion of these sugars and upregulates pentose metabolism in Aspergillus nidulans
**Source:** BMC Genomics. 2018 Mar 22;19:214. doi: 10.1186/s12864-018-4609-x
**Supplement:** Supplementary file 9 — Figure S3. Expression patterns and validation of RNA-sequencing analysis by qPCR.

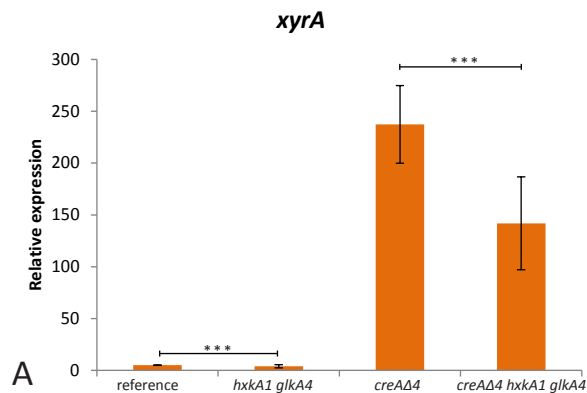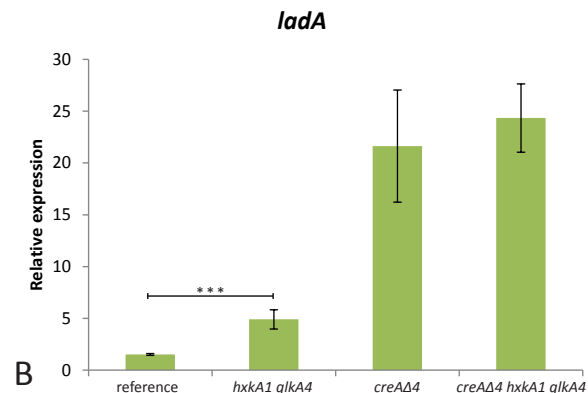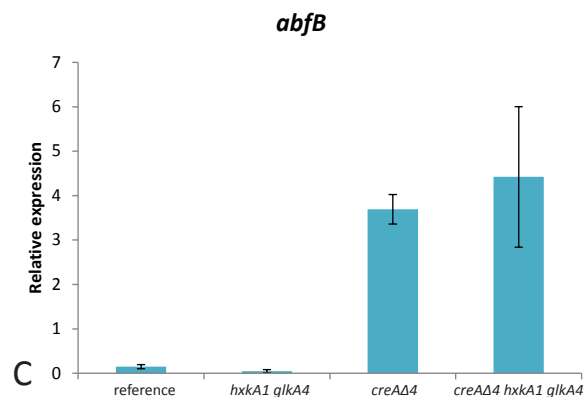

**Figure S3. Expression patterns and validation of RNA-sequencing analysis by qPCR.**

Two genes involved in the PCP: *xyrA* (A), *ladA* (B) and one gene involved in plant biomass degradation by *A. nidulans*: *abfB* (C). Means and SD (error bars) were calculated from two biological replicates with three technical replicates. Student t-test were performed between the reference and *hxkA1 glkA4* and between *creAΔ4* and *creAΔ4 hxkA1 glkA4*  $p < 0.0005$  (\*\*\*).

# Supplementary material for: Blocking hexose entry into glycolysis activates alternative metabolic conversion of these sugars and upregulates pentose metabolism in Aspergillus nidulans
**Source:** BMC Genomics. 2018 Mar 22;19:214. doi: 10.1186/s12864-018-4609-x
**Supplement:** Supplementary file 11 — Figure S4. Comparison of extracellular enzyme activities in reference and disruption strains.

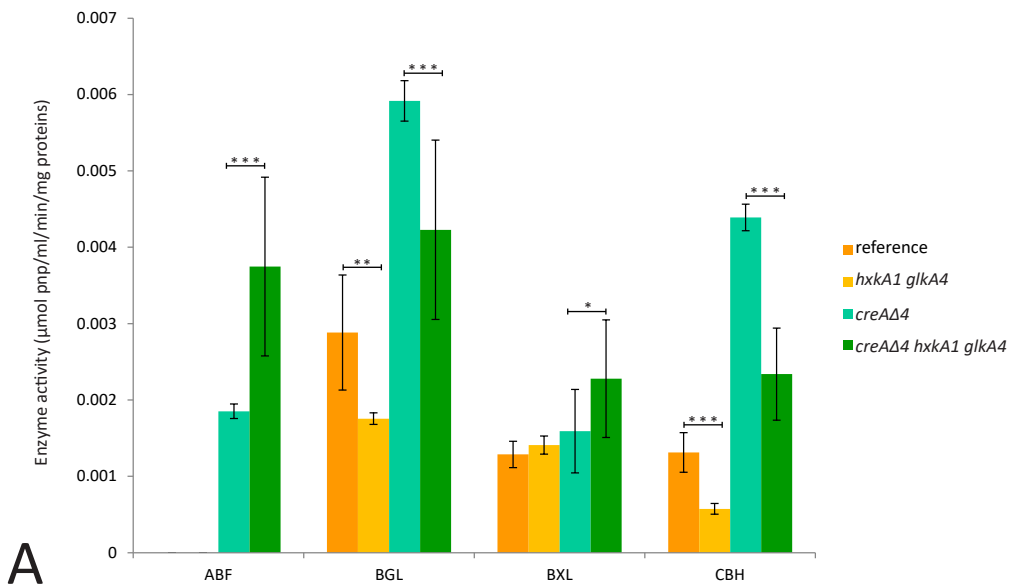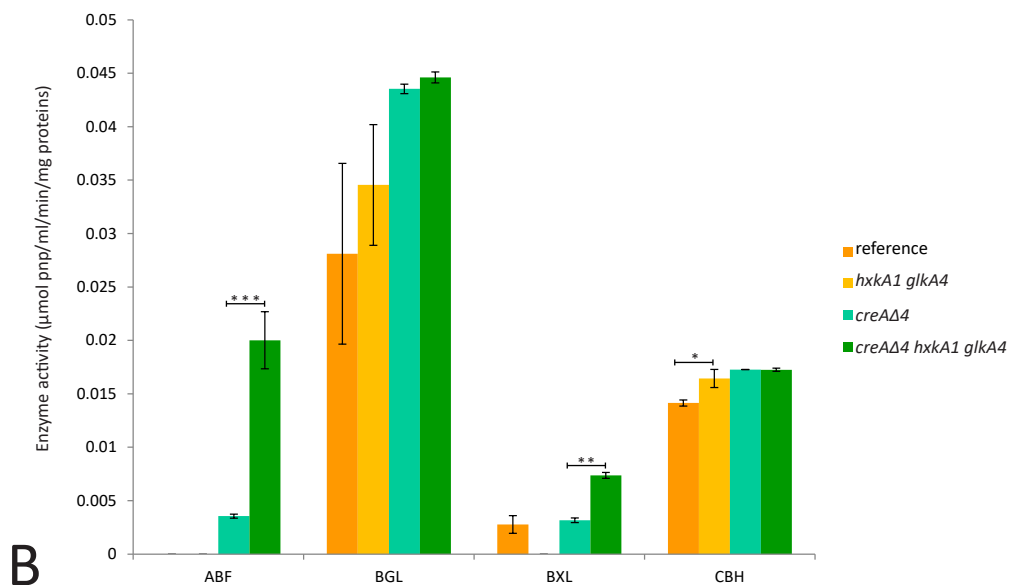

**Figure S4. Comparison of extracellular enzyme activities in wild-type and disruption strains.** Reference, *hxA1 glkA4*, *creAΔ4* and *creAΔ4 hxA1 glkA4* *A. nidulans* strains were transferred for 8 hours (A) and 24 hours (B) in wheat bran. Enzyme activities of  $\alpha$ -arabinofuranosidase (ABF),  $\beta$ -glucosidase (BGL),  $\beta$ -xylosidase (BXL) and cellobiohydrolase (CBH) in  $\mu\text{mol pnp/ml/min/mg proteins}$ . Means and SD (error bars) were calculated from two biological replicates with three technical replicates. Students t-test was performed between reference and the double mutant and between *creAΔ4* and the triple mutant.  $p < 0.005$  (\*\*\*),  $p < 0.05$  (\*\*),  $p < 0.05$  (\*).

How the deposited data were processed for this re-analysis (not part of the article)

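RNA-sequencing of 4 strains with 2 biological replicates each was analysed: the reference, *hxkA1 glkA4*, *creAΔ4* and *creAΔ4 hxkA1 glkA4*, all sampled 2 h after transfer to wheat bran. The metabolite, sugar, enzyme activity and growth measurements were not analysed here. The authors filtered the reads and mapped them to the *A. nidulans* genome with SOAPaligner/SOAP2, and the count deposited for each gene is the number of uniquely mapped reads, without normalization. The RPKM values were computed by the authors as reads per kilobase of gene length per 1e6 counted reads, which was checked on every deposited value. The coverage deposited by the authors is the percent of the gene's length covered by reads, and was used only for *creA*, *hxkA* and *glkA*. Genes without a read are not listed in a file and were given a count of 0. Genes were joined on the identifiers of the files, and their names were taken from the paper and its Tables S3 to S5. No genome or annotation was at hand, so no coordinates are given.

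Between 8.23 and 8.81 times 1e6 reads per sample were counted on genes. At this depth 3 reads on a gene of 1 kilobase correspond to about 0.344 RPKM in the first reference replicate. Tests were made in R 4.3.3 with edgeR 4.0.16, using filterByExpr, TMM normalization (factors from 0.811 to 1.17) and the quasi-likelihood test in one model over the 8 samples, with Benjamini-Hochberg adjustment over the 9121 genes kept. Standard errors were computed as the size of the log2 fold change divided by the square root of the F statistic. A gene was called at an adjusted p below 0.05 with a fold change above 1.5 or below 0.7. Comparisons were the double mutant with the reference, the triple mutant with *creAΔ4*, *creAΔ4* with the reference and, for CAZy genes, the triple with the double mutant, and the interaction term compared the effect of the metabolic mutations between both backgrounds. Tables were joined and summarised in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6. The pipeline was tested on simulated data with 200 changed genes, of which edgeR recovered 99%, with 15 unchanged genes called. All simulated changes were larger than the fold change limits of 1.5 and 0.7, and were set in genes above a minimum mean read count. The simulated spread was the same for every gene and strain, unlike in the data. The 99% therefore does not hold for changes near the limits or for unequal spread between strains.

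The genes named are those that the paper's text, Figure 5 or Figure S3 names for the RNA-seq, *creA*, and in each of the comparisons between metabolic genotypes the 3 largest increases and the 3 largest decreases among called genes with a mean RPKM above 150 in either strain and no overlap between replicates. This gave 71 genes, of which 70 had enough counts to be tested. The alternatives were DESeq2 1.42.0 with its size factors and Wald test, library size in place of TMM, no filter on low counts, limma 3.58.1 with trend on log2(RPKM + 1) and log2(RPKM + 0.1) and without a filter, a Cyber-T-style test on log2(RPKM + 1) with a variance averaged over a sliding window of genes of similar expression and a prior weight of 10, a model of the 4 samples compared, the replicate number as a block, other fold change thresholds, and each replicate left out in turn. For the block, the pairing was taken from the replicate numbers of the labels, and the correlation of same-numbered samples, such as -0.349 for the reference and the double mutant, was the check on it. Crossed pairings were added after seeing the data. Choices other than those stated as added later were made before the files were examined. Counts of genes in the FunCat classes other than the C-compound subgroup were not analysed here, because no FunCat assignment was at hand.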

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

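The tests of the interaction with both crossed blocks and the test of *creA* reads per covered length were chosen only after the result was seen. The fit with library size in place of TMM was planned, but it was taken up as a test of an explanation for the interaction only after the result was seen. The comparisons, the thresholds, the rule for the named genes and the alternatives without crossed pairings were set before the data were examined.

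The effect of the *hxkA1 glkA4* mutations differed between the reference and the *creAΔ4* background, by the interaction term of the edgeR model at an adjusted p below 0.05, for 753 of 9121 genes. The interaction was positive for 506 of them and negative for 247. Without the 10 most-read genes of each strain, 28 different genes in all, 744 genes still passed. The 10 most-read genes of each sample held only between 4.25% and 11.1% of its reads. The share of all 28 in a sample was not computed, so how far leaving them out could change the number is open. No conclusion is drawn from leaving them out. A few genes taking most of the counts would move the other genes of a sample in the same direction. The small shares and the interactions in both directions, 506 positive and 247 negative, argue against that explanation for the 753 genes. Thinning all samples to the smallest library left 738 and removed few reads, as the libraries held between 8.23 and 8.81 times 1e6 reads, so there was little difference in depth to account for the interaction. The Spearman correlation across genes of gene length with the interaction was 0.06. With library size in place of TMM normalization, 835 genes passed. The replicate number as a block, with the pairing taken from the labels, gave 461 genes, but same-numbered samples of the reference and the double mutant deviated in opposite directions (correlation -0.349). With the numbers of the reference crossed the block gave 1329, and with those of the double mutant crossed 530, so the number of genes depended on the pairing, and how far a batch shared by cultures contributes cannot be told. Only 1 strain per genotype was sequenced. Any other difference between strains from the crosses, such as the nutritional markers, therefore cannot be told apart from the metabolic mutations or *creAΔ4*. That the effect of the metabolic mutations depends on *creA* remains a hypothesis that cannot be told apart from such differences or a shared batch.

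Among the genes the paper names, 13 had an interaction past the threshold, and each kept its direction in the 9 other fits of the interaction. A larger value in the *creAΔ4* background was found for *glaA* (1.97, edgeR adjusted p = 0.0132), *fbpZ* (1.92, edgeR adjusted p = 0.0200), *dakA* (1.86, edgeR adjusted p = 0.00611), *creA* (1.41, edgeR adjusted p = 0.0129) and *larA* (0.86, edgeR adjusted p = 0.0440) on the log2 scale. A smaller or more negative value was found for *agdF* (-2.21), *sdhA* (-1.68), *rpeA* (-1.32), *amyG* (-1.26), *agdE* (-1.21), AN2664 (-1.12), *rpiB* (-1.11) and *gsdA* (-0.92). *gsdA*, *rpiB* and AN2664 were past the adjusted p threshold in 3 of the 9 other fits, *larA* in 7 and *amyG* in 8, and the remaining 8 genes in all 9. The tests on depth, length and most-read genes were made on the number of genes and not on each of these genes, and the single strain per genotype leaves other differences between strains open. The *creA* interaction concerns the mutated gene itself: in *creAΔ4* compared to the reference, reads per covered length of *creA* were 6.09-fold lower, so the missing part of the gene could not account for the whole decrease.

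Large changes were also found in 9 genes that the paper's text does not name. AN2665, which the files annotate as a putative sugar transporter, had in the double mutant compared to the reference a log2 fold change of 8.66 (edgeR adjusted p = 5.70e-06) and AN2177 of 5.35 (edgeR adjusted p = 4.48e-05). The largest decreases were those of AN5444 (-3.41), AN7962 (-3.31) and AN7532 (-3.09). AN7865 had, in the triple mutant compared to *creAΔ4*, a log2 fold change of 8.43 (edgeR adjusted p = 2.04e-04), AN2177 of 6.69 and AN2665 of 6.66, and the decreases were -4.10 for AN3402, -3.96 for AN3388 and -3.47 for AN5463. Every one of these changes separated both replicates of one strain from both of the other, by the way the genes were chosen. Table S3 lists AN2665, AN2177 and AN3402, and Table S4 lists AN7865, AN3402 and AN3388 with their values. Of these 11 changes, 11 kept their direction and their call with library size in place of TMM. The TMM factors ran only from 0.811 to 1.17, too small a range to reverse log2 fold changes of this size. That test could therefore hardly have come out otherwise. None of the genes shares its best database match with another gene (0 genes), but such a match cannot exclude reads shared between similar copies. The deposited counts hold uniquely mapped reads only, so reads that map to several copies were left out. Reads placed on the wrong one of similar copies were not tested for and stay open. AN7962 went the other way in the triple mutant compared to *creAΔ4*, at 0.70 (edgeR adjusted p = 0.0193), with an interaction of 4.02 (edgeR adjusted p = 0.00249). AN5444 (-0.85, edgeR adjusted p = 0.375) and AN7532 (-1.11, edgeR adjusted p = 0.1005) were lower there too, but not past the threshold. As each genotype is 1 strain, the changes may come from the metabolic mutations or from another difference between the strains.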

How the results depend on the processing

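The fits with crossed replicate pairings were chosen only after the data were seen. In the alternative fits that kept both replicates of each strain, the direction of the named log2 fold changes held except for 4 genes with values near 0. The log2 fold change of *lxrA* (AN10169) in the triple mutant was -0.03 and that of *amyD* (AN3308) -0.01 with DESeq2. For *rpiA* (AN2440) in the double mutant it was 0.00 in the fit to 4 samples. The cause was not tested for these. For *pgmB* (AN2867) in the triple mutant it was 0.01 without TMM, in the 3 limma fits and in the Cyber-T-style test, none of which applies TMM, so its sign depends on that normalization.

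Under the Cyber-T-style test, 204 genes were up-regulated and 241 down-regulated in the double mutant, and 1783 were up-regulated in the triple mutant compared to *creAΔ4*. The CAZy counts were 4 up-regulated and 7 down-regulated in the double mutant and 24 up-regulated in the triple mutant compared to *creAΔ4*. In the fit to the 4 samples compared, the double mutant had 168 up-regulated and 129 down-regulated genes, among them 3 and 2 CAZy genes, and 25 CAZy genes were up-regulated in the triple mutant compared to *creAΔ4*. With fold change thresholds of 2 and 0.5, 293 genes were up-regulated and 320 down-regulated in the double mutant, with 9 CAZy genes down-regulated. There were 344 down-regulated genes in the triple mutant compared to *creAΔ4* and 1361 up-regulated in *creAΔ4*. In the fit to 4 samples, 1594 genes were up-regulated in the triple mutant compared to *creAΔ4*, against 1223 in the model over 8 samples. That model takes a single estimate of the spread per gene for all strains. The chi-square of the replicate difference per gene was 33.4 and 60.6 in the reference and double mutant, but 7.13 and 15.8 in *creAΔ4* and the triple mutant. A shared estimate can be too small for the double mutant comparison and too large for the triple mutant's. Whether this caused the changes under the Cyber-T-style test and in the fit to 4 samples was not tested.

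Without TMM normalization, 717 genes were down-regulated in the triple mutant compared to *creAΔ4*. In *creAΔ4* compared to the reference 1125 were up-regulated and 4408 down-regulated. The CAZy counts were 19 up-regulated in the triple mutant compared to *creAΔ4* and 26 down-regulated compared to the double mutant. The limma fits, which also use RPKM without TMM, gave in the same order of comparisons 697 down-regulated, 1112 up-regulated, 4318 down-regulated and 26 CAZy genes down-regulated on log2(RPKM + 1). On log2(RPKM + 0.1) these counts were 719, 1132, 4416 and 26, with 17 CAZy genes up-regulated and 22 down-regulated in the triple mutant compared to *creAΔ4*. Without a filter they were 657, 1118, 4376 and 25, with 8 CAZy genes down-regulated in the double mutant. The Cyber-T-style test, also on RPKM without TMM, gave 1133 up-regulated and 4293 down-regulated genes in *creAΔ4* compared to the reference, and the threshold on the ratio of mean RPKM gave 1208 up-regulated. The counts for *creAΔ4* therefore depend on the normalization: the down-regulated count was 2728 with TMM.

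The replicate block, with the pairing taken from the labels, gave 461 genes with an interaction against 753 without it. With the reference numbers crossed it gave 1329 genes, and with the double mutant numbers crossed 530. The block with the reference numbers crossed also gave 18 CAZy genes up-regulated in the triple mutant compared to *creAΔ4*, and that with the double mutant numbers crossed 12. With the block of the labels, the counts were 370 up-regulated and 462 down-regulated in the double mutant, 1099 and 1030 in the triple mutant, and 2091 and 2650 in *creAΔ4*. The correlation of same-numbered samples was -0.349 for the reference and the double mutant and 0.048 for *creAΔ4* and the triple mutant.

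With a mean RPKM above 150 also required, the ratio of mean RPKM lay above 1.5 for 155 genes in the double mutant and 269 in the triple mutant. By the ratio alone, which 1453 and 2710 genes passed, the counts ran from 1305 to 1695 in the double mutant and from 2587 to 2877 in the triple mutant with each replicate left out in turn. The share of variance on the first component was 93.5% and on the second 4.46% with log2(RPKM + 1), 90.9% and 6.17% on filtered log2 values, and the first was 72.2% with genes as variables. With genes as variables the share measures differences between samples, so the 72.2% is not the same measure as the others. Across the fits that each left out one replicate, the first share ran from 77.6% to 79.5% and the second from 13.0% to 14.4%. The cause was not tested.

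Of the named log2 fold changes, 12 lost significance and 14 gained it under the Cyber-T-style test, 17 and 14 in the fit to 4 samples, neither of which gives an interaction. Of the named log2 fold changes and interactions together, 0 lost it and 9 gained it with DESeq2, and 6 and 2 without TMM. With the block of the labels, 7 lost it. The 2 replicates per strain limit what single genes can show: *xlnA* (AN3613) had reference replicates of 27.4 and 149 RPKM.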

Differences from the paper's values

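No test of a cause was made for the differences in this part. An alternative is said to close a gap where its value lies within 1.5 times the paper's value or within the spread between replicates of it, which can leave a sizeable difference. The count of 814 up-regulated genes that the paper gives for the double mutant compared to the reference was 454 here. None of the alternatives set before the data were examined closed the gap. Of the crossed blocks, which were chosen after seeing the values, that of the reference gave 597 and that of the double mutant 405. For the triple mutant compared to *creAΔ4* the count was 1223, against the paper's 1798, which is within 1.5 times. Among the alternatives set before the data were examined, the Cyber-T-style test gave 1783 there, but 204 against the paper's 814 in the double mutant. For the triple mutant, DESeq2 (1149), the block of the labels (1099) and fold change thresholds of 2 and 0.5 (851) fell outside 1.5 times.

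By the ratio of mean RPKM alone, 1453 genes lay above 1.5 in the double mutant, against the paper's 814. Among the alternatives set before the data were examined, a mean RPKM of at least 1 in either strain gave 1136, and a pseudocount of 1 gave 973, and both closed the gap. The others did not. The ratio lay above 1.5 for 2710 genes in the triple mutant compared to *creAΔ4*, against the paper's 1798. A mean RPKM of at least 1 gave 2227, a pseudocount of 1 gave 2014 and RPKM scaled by TMM factors gave 2265, which all closed the gap. Leaving out the first triple mutant replicate (2587), the first *creAΔ4* replicate (2595) or the second (2588) brought the count just within 1.5 times the paper's. The remaining alternatives did not.

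For the CAZy genes in the triple mutant compared to *creAΔ4*, 36 were down-regulated, against the paper's 16. Of the alternatives set before the data were examined, limma on log2(RPKM + 0.1) gave 22 and closed the gap, and the others did not. There were 11 up-regulated CAZy genes, against the paper's 33. The Cyber-T-style test gave 24 and the fit to the 4 samples 25, which closed the gap, and the others did not. By the ratios and p-values printed in Table S4 itself, 31 CAZy genes were up-regulated and 44 down-regulated.

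The paper puts its limit of 150 for high expression at approximately the top 5% of genes. The percent of genes with a mean RPKM above 150 was 11.3 in the reference, 10.8 in the double mutant, 9.04 in *creAΔ4* and 9.62 in the triple mutant. No alternative set before the data were examined applied to these percentages, so none closed the gap. Table S5 gives a ratio of 0.551567 for AN6035 in the triple mutant compared to *creAΔ4*, where the deposited RPKM give 0.899, and lists the gene again with a ratio of 0.899. No alternative set before the data were examined applied to that ratio, so none closed the gap. For AN4006 in the double mutant compared to the reference, Table S5 gives 0.679079 and the deposited RPKM give 0.796, which is within 1.5 times.

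In Fig. S3, read by eye, the paper's qRT-PCR fold change of *ladA* (AN0942) was about 3.3 in the double mutant and about 1.1 in the triple mutant, against RPKM ratios of 1.63 and 1.75. For *abfB* (AN1571) it was about 0.33 and about 1.2 in Fig. S3, read by eye, against RPKM ratios of 0.886 and 1.93. RPKM relative to *gpdA*, the alternative set before the data were examined, gave 6.57 and 12.45 for *ladA* and 3.38 and 13.8 for *abfB* and did not close the gap. For *xyrA* (AN0423) the qRT-PCR fold change was about 0.8 in the double mutant and about 0.58 in the triple mutant in Fig. S3, read by eye. The RPKM ratios of 0.686 and 0.780 lie within 1.5 times of these, and RPKM relative to *gpdA*, at 2.58 and 5.53, does not.

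Some of the paper's statements on genes were not met by the edgeR thresholds. The paper states that *pkiA* was higher in both mutants, and its log2 fold change was 0.32 in the double mutant and -0.62 in the triple mutant (edgeR adjusted p = 0.0380). It states that all 6 named glycolytic genes were down-regulated in both, and in the double mutant *pgmA* changed by -0.54 (edgeR adjusted p = 0.264) and *fbaA* (AN2875) by -0.65 (edgeR adjusted p = 0.0505), where DESeq2 gave an adjusted p of 0.0111. The ratios of mean RPKM there, 0.6885 for *pgmA* and 0.6411 for *fbaA*, did meet the 0.7-fold limit that the paper gives for these genes. It lists *gndA* as raised in the triple mutant, where the value was 0.24 (edgeR adjusted p = 0.264), and states higher *galF* (0.33, edgeR adjusted p = 0.166) and *xkiA* (0.38, edgeR adjusted p = 0.196) there. In the Cyber-T-style test the adjusted p was 0.0341 for *gndA* (AN3954), 0.0233 for *galF* (AN9148) and 0.0375 for *xkiA* (AN8790). The paper states that *hxkD* did not differ, and its value in the triple mutant was 0.68 (edgeR adjusted p = 0.0187). It calls *mpdA* highly expressed in every strain, and the means of AN10021, the identifier that Table S5 gives for it, lay between 0.442 and 1.24 RPKM. Whether the paper's statement refers to another gene cannot be told.

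Among the CAZy genes the paper names as down-regulated in the double mutant, *xlnA*, *xlnC*, *abnC*, *agdG*, *amyA* and *glaA* were not past the adjusted p threshold. Their log2 fold changes were -1.20, -0.97, -0.85, -0.78, -0.73 and -0.73. DESeq2 gave *agdG* (AN4843) an adjusted p of 0.0306. Of those it names as raised in the triple mutant, *xlnA*, AN1870, *bxlD*, AN8477, *abfB* and AN7781 were not past it, with values of 0.56, 0.61, 0.89, 0.67, 0.80 and 0.44. The Cyber-T-style test and the fit to the 4 samples compared each put all 6 past the adjusted p threshold. In the Cyber-T-style test the adjusted p was 3.94e-04 for *xlnA* (AN3613), 0.00798 for AN1870, 9.24e-05 for *bxlD* (AN7864), 0.00131 for AN8477, 1.61e-04 for *abfB* (AN1571) and 0.00945 for AN7781. The paper's text gives xylitol dehydrogenase as a gene tested by qRT-PCR, and Figure S3 shows *xyrA*.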

Other observations

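The test of *gpdA* against *xyrA* was chosen only after the result was seen, and the tests of neighbouring genes were not.

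The RPKM of *xyrA* (AN0423) had a ratio of 0.780 in the triple mutant compared to *creAΔ4*, and the RPKM relative to *gpdA*, the paper's reference gene for qRT-PCR, one of 5.53. The difference between both follows by calculation from the decrease of *gpdA* itself, whose log2 fold change was -2.97. The qRT-PCR values of *xyrA* in Figure S3 lie nearer the RPKM ratios than the ratios relative to *gpdA*, as do those of *abfB* and that of *ladA* in the triple mutant, while that of *ladA* in the double mutant lies about equally far from both. Whether *gpdA* affected the qRT-PCR values was not tested.

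Genes with consecutive numbers changed together in the double mutant compared to the reference: 140 of 6424 pairs were called in the same direction, against a mean of 52.0 in shuffled calls (one-sided permutation p = 0.0001, the smallest that 10000 shufflings can give). Shuffling among genes of similar mean expression gave a mean of 53.1 (one-sided permutation p = 0.0001, again the smallest possible), so neither random placement nor similar expression of neighbours accounted for the pairs. Over the 6421 pairs with different annotations, the count was also 140 (one-sided permutation p = 0.0001), but hardly any pairs shared an annotation, so this could not separate reads shared between similar copies. Consecutive numbers are taken from the identifiers, and positions in the genome were not at hand. Reads that map to several copies are not in the deposited counts, which hold uniquely mapped reads only. A hypothesis is that neighbouring genes are regulated together, which cannot be told apart from reads placed on the wrong one of similar neighbouring copies. AN2664, AN2665 and *sdhA* (AN2666) have consecutive numbers and log2 fold changes of 2.39, 8.66 and 8.13 in the double mutant.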
